# Transcriptome analysis of feather follicles reveals candidate genes and pathways associated with pheomelanin pigmentation in chickens

**DOI:** 10.1038/s41598-020-68931-1

**Published:** 2020-07-21

**Authors:** Xiaotong Zheng, Bo Zhang, Yawen Zhang, Haian Zhong, Ruixue Nie, Junying Li, Hao Zhang, Changxin Wu

**Keywords:** Genetics, Genetics, Gene expression, Gene expression

## Abstract

Yellow plumage is common in chickens, especially in breeds such as the Huiyang Bearded chicken, which is indigenous to China. We evaluated plumage colour distribution in F1, F2, and F3 populations of an Huiyang Bearded chicken × White Leghorn chicken cross, the heredity of the yellow plumage trait was distinguished from that of the gold plumage and other known plumage colours. Microscopic analysis of the feather follicles indicated that pheomelanin particles were formed in yellow but not in white feathers. To screen genes related to formation of the pheomelanin particles, we generated transcriptome data from yellow and white feather follicles from 7- and 11-week-old F3 chickens using RNA-seq. We identified 27 differentially expressed genes (DEGs) when comparing the yellow and white feather follicles. These DEGs were enriched in the Gene Ontology classes ‘melanosome’ and ‘melanosome organization’ related to the pigmentation process. Down-regulation of *TYRP1*, *DCT*, *PMEL*, *MLANA*, and *HPGDS*, verified using quantitative reverse transcription PCR, may lead to reduced eumelanin and increased pheomelanin synthesis in yellow plumage. Owing to the presence of the *Dominant white* locus, both white and yellow plumage lack eumelanin, and white feathers showed no pigments. Our results provide an understanding of yellow plumage formation in chickens.

## Introduction

Plumage colour in birds, coat colour in mammals, and skin colour in humans have long been the focus of pigment research. Among these, birds display the most fascinating and complex colouration, which has been shown to be caused by melanin (eumelanin and pheomelanin), carotenoids, porphyrins, polyenes and structural colours^1,2^. In general, the formation of different plumage colours in chickens is mainly attributed to variations in the quantity, proportion and location of eumelanin and pheomelanin in the feather^3^. Eumelanin makes plumage appear black and dark brown, whereas pheomelanin makes it appear red and yellow^4^. Both eumelanin and pheomelanin are indole-polymers with tyrosine as a precursor^5^. During eumelanin synthesis, tyrosinase (TYR) catalyses the hydroxylation of tyrosine to 3,4-dihydroxyphenylalanine (dopa) and the oxidation of dopa to dopaquinone, which is then oxidized to form eumelanin; this occurs via the TYR family, involving TYR, tyrosinase-related protein 1 (TYRP1), and dopachrome tautomerase (DCT). Dopaquinone is transformed into 5-*S*-cysteinyldopa when cysteine or glutathione provides sulfhydryl; it eventually forms pheomelanin^5^.

In recent decades, with the rapid development of sequencing technology, significant progress has been made in the study of functional genes related to plumage colour in chickens. Various plumage colour causal genes, such as the *Dominant white* gene (I), *recessive white* gene (c), *Silver* gene (S), *molted* gene (mo) and *Sex-linked barring* gene (B), have been cloned^6–11^. Especially for *Dominant white* allele (I), a strong dilutor of eumelanin owing to an insertion in the transmembrane region of the premelanosome protein (*PMEL*), it has no effect on the pigmentation of pheomelanin^6,12,13^. Therefore, it is widely used in the breeding of white-feathered chickens. In addition, many genes, such as those in the tyrosinase (*TYR*) gene family, as well as melanocortin 1 receptor (*MC1R*) and melanogenesis associated transcription factor (*MITF*), have been found to play important roles in melanin synthesis^6,14,15^. Mutations in the *PMEL*, solute carrier family 45 member 2 (*SLC45A2*), and cyclin-dependent kinase inhibitor 2A (*CDKN2A*) can alter melanin content, generating specific plumage colours^6,9,11^. The formation of plumage colour is also influenced by the expression of various genes related to pigment formation in feather follicles during the growth period^16^. As the pivotal position for feather formation and melanogenesis, transcriptome profiling of the feather follicle has been performed to elucidate the process of morphogenesis and to identify candidate genes of diverse feather shapes and colours^17–23^.

Yellow plumage is common in Chinese indigenous chicken populations. It is considered a marker of high-quality meat-type chickens, represented by Huiyang Bearded chickens (HB), which are very popular in the Chinese consumer market. The plumage colour (Fig. 1) is light yellow and is distinct from that of the commercial strain (Rhode Island Red chicken) with gold plumage by visual observation^24,25^. A causal mutation responsible for a similar yellow plumage phenotype (an 8.3 kb deletion upstream of the *SOX10* gene) has been reported in chickens^26^. Polymorphisms in *MC1R* are related to plumage colour variations in Golden duckwing Araucana chickens^27^. A non-synonymous T-to-C substitution in *TYRP1* is a causal mutation leading to a roux mutation in Japanese quail^28^. However, none of the above mutations were found in the HB population, which suggests that the formation mechanisms of yellow plumage of Chinese native chicken was different from the previously studies.

**Figure 1:**
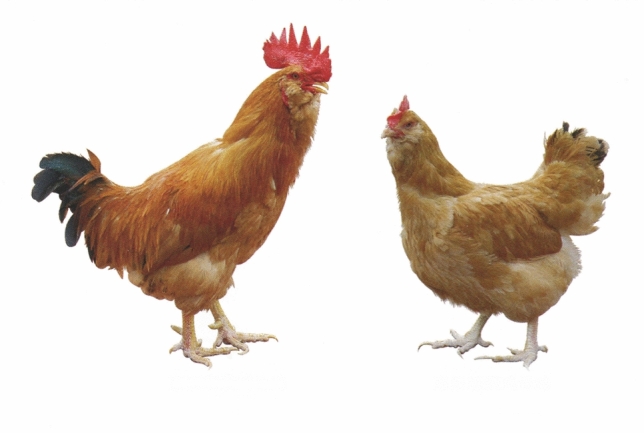
The exterior and plumage colour of Huiyang Bearded chicken^29^. This image cited from the Animal Genetic Resources in China Indigenous Breeds provided by China National Commission of Animal Genetic Resources.

In this study, a hybrid population of HB and White Leghorn chickens (WL) was established to observe the inheritance of yellow plumage. In the offspring population, the *Dominant white* allele was found to have no epistatic effect on yellow pluamge, which is different from brown, red, and other known plumage colours. Therefore, we collected the feather follicles of yellow and white plumage chickens (both with the *Dominant white* allele), and performed dynamic transcriptome profiling to identify candidate genes for yellow plumage in chickens. This study provides a foundation for plumage colour selection in chicken breeding.

## Results

### Plumage colour distribution in experimental chickens

The Huiyang Bearded chicken, which is native to the Guangdong province, China, has yellow plumage in both sexes (Fig. 1)^29^. The White Leghorn chicken, which is homozygous for the *Dominant white* gene, has white plumage. In the F1 population (684 cocks and 685 hens) bred from crossing male HB with female WL chickens, all cocks had white plumage; among the hens, plumage colours were distributed as follows: 5% white, 5% grey, 45% yellow, and 45% grey plume yellow head. The F2 population had the following plumage colour distribution in both cocks and hens: white (49%), yellow (28%), grey (12%), black (1%) and black and white barred (10%) (Supplementary Figure S1, Supplementary Table S1). Only the yellow plumage breeders of F2 were selected to reproduce an F3 population, of which 37% had white plumage.

### Genetic analysis of the yellow plumage trait

All F0 HB cocks had yellow plumage, with the *Silver* locus (ss) and *Dominant white* locus (ii) genotypes, whereas all F0 WL hens were white, because they had the *Dominant white* locus (II) and *Silver* locus (S/W) genotypes. In the F1 hens, the *Dominant white* locus had the Ii genotype, and the *Silver* locus had the s/W genotype. However, a high proportion of yellow plumage individuals was observed among the F1 hens, which indicates that the gene controlling yellow plumage had an epistatic effect on the *Dominant white* gene. The presence of multiple plumage colours in F1 hens also suggests that the yellow plumage gene may be influenced by other plumage colour genes. In F1 cocks, the *Dominant white* locus had the Ii genotype and the *Silver* locus had the Ss genotype; the fact that all of the F1 cocks had white plumage indicates that the *Silver* gene had epistatic effects on the yellow plumage gene (Supplementary Figure S2). In both F1 and F2 individuals with white plumage, the frequency of the *recessive white* locus (cc) was zero, indicating that their white plumage was not caused by the *recessive white* allele (c). The emergence of black and white barred individuals in the F2 population was verified to be caused by the *Sex-linked barring* (B) allele. Interestingly, we found white barring on a yellow background in a few light yellow plumage chickens, similar to the black and white barred pattern; the presence of the B allele was also identified in these individuals. This shows that a yellow and white barred pattern plumage can occur when both B and yellow plumage alleles exist. In summary, these results suggest that the yellow plumage gene had an epistatic effect on the *Dominant white* gene, whereas the yellow plumage gene was hypostatic to the *Silver* gene; further, they suggest that the effects of the yellow plumage gene and *Sex-linked barring* gene are independent of one another.

We then identified the *Dominant white* and *Silver* loci in yellow and white plumage individuals in the F3 population. Six yellow and six white plumage individuals were sampled for RNA-seq analysis. They were homozygous in the *recessive white* locus (CC) and *Silver* locus (s/W), and homozygous (II) or heterozygous (Ii) in the *Dominant white* locus (Supplementary Table S2). This indicates that the phenotypic differences between the yellow and white plumage chickens were not due to these gene loci.

### Pigment deposition via histological analysis of feather follicles

Histological sections of newly emerged yellow and white feather follicles revealed that they had similar cellular composition, with abundant keratinocytes and dermal cells. However, yellowish-brown particles were present in the yellow feather follicles, but not in white feather follicles (Fig. 2). As pheomelanin is the only type of melanin that can make a feather appear yellow, our preliminary conclusion was that yellow plumage colour was caused by increased pheomelanin production. As expected, eumelanin was not observed in the feather follicles of either plumage colour, because of the presence of the *Dominant white* locus (I).

**Figure 2:**
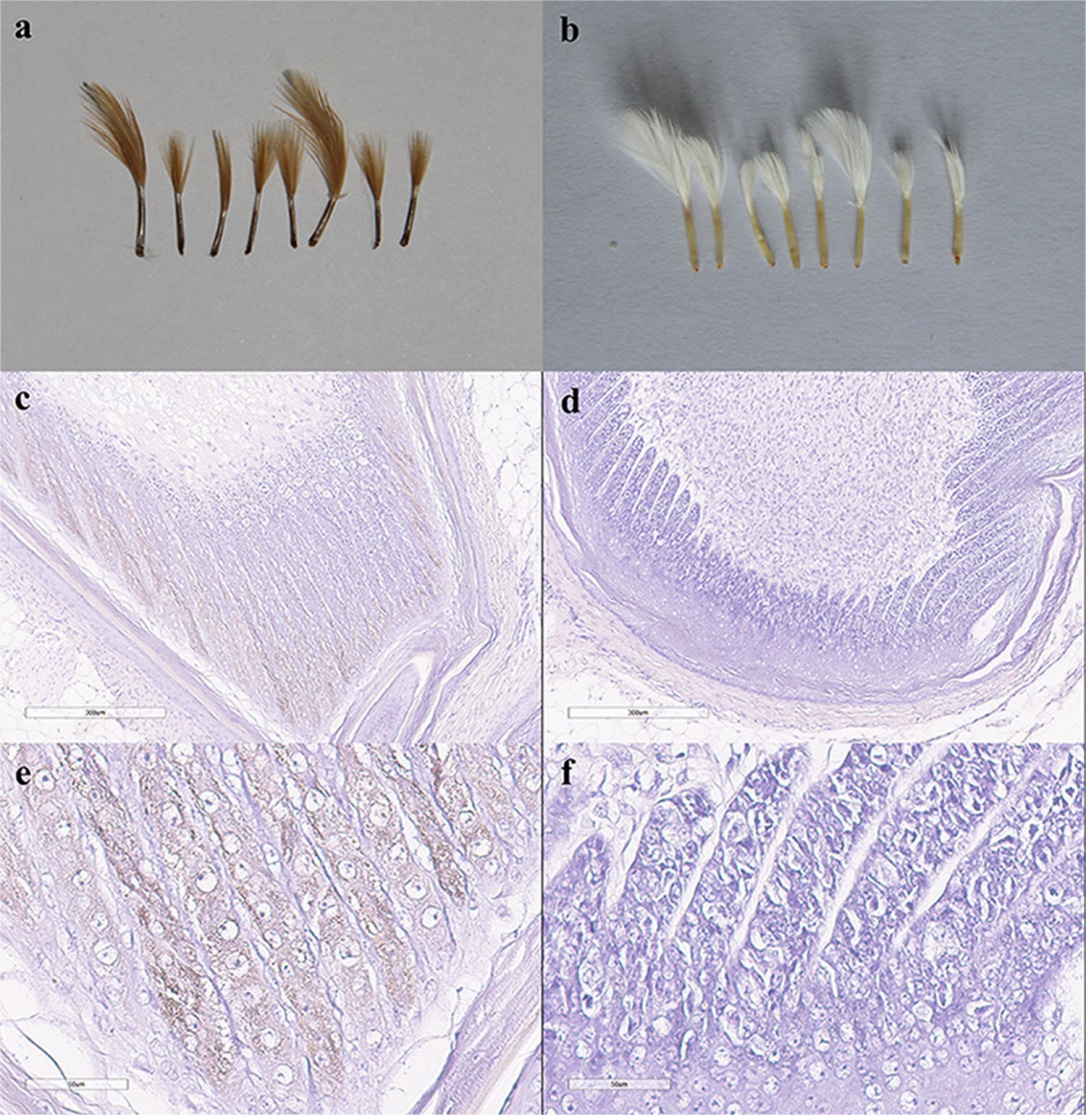
Characterisation of yellow and white phenotypes. (**a**) Feather follicles from yellow plumage types. (**b**) Feather follicles from white plumage types. (**c**–**f**) Haematoxylin-stained sections of newly emerged feather follicles from yellow (**c**, **e**) and white (**d**, **f**) chicken. Magnified area in (**c**, **d**) are shown in (**e**, **f**), respectively. Scale bar in (**c**, **d**) 300 μm. Scale bar in (**e**, **f**) 50 μm.

### Summary of RNA sequencing data

Twelve libraries were sequenced from colourless RNA solutions obtained from samples of 12 individuals (white plumage from three 7-week-old chickens: 7W1, 7W2, and 7W3; yellow plumage from three 7-week-old chickens: 7Y1, 7Y3, and 7Y4; white plumage from three 11-week-old chickens: 1W1, 1W3, and 1W4; and yellow plumage from three 11-week-old chickens: 1Y1, 1Y3, and 1Y4); 140.7 Gb of data was obtained. 

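RNA from feather follicles plucked from the nape was sequenced as 3 libraries for each plumage colour at 7 and at 11 weeks of age. The paper's Table S3 lists 63145340 to 79834228 clean reads per library for white follicles at 7 weeks (median 79255032) and 68296910 to 84128418 for yellow follicles at 7 weeks (median 69722632). At 11 weeks it lists 64287484 to 80676060 clean reads for white follicles (median 72059352) and 68370362 to 80118298 for yellow follicles (median 68530548). The authors deposited a table of FPKM for 24353 genes placed on GRCg6a, of which 13688 have a gene symbol. The FPKM of a library summed to between 700237 and 830214 at 7 weeks and between 640571 and 711831 at 11 weeks, and genes with an FPKM of at least 500 made up 66.3% ± 3.30 (SD, n = 12 libraries) of that sum. The table holds no read counts, and 562 of its values lie above 0 and below 1e-06, so the number of reads behind a value is not known. A value of exactly 0 can be a failed estimate, and such a gene is described here as listed at 0. For each age, yellow and white follicles were compared with limma on log2(FPKM + 0.1), for genes with a mean FPKM of at least 0.1 over the 6 libraries, with Benjamini-Hochberg adjustment. The paper's thresholds for a DEG were kept, an FDR of at most 0.05 and an absolute log2 fold change of at least 1. Log2 fold changes are yellow against white on the log2(FPKM + 0.1) scale, which understates the change of low genes. For a single gene, the exact permutation test of 3 libraries against 3 is two-sided and cannot give a p below 0.10.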

The mapping rate of the filtered sequencing data to the reference genome exceeded 80%, and the GC content per library was more than 50% (Supplementary Table S3). For the uniquely aligned sequences in the gene annotation files, the numbers and proportions of three functional elements (mRNA, introns and intergenic regions) were obtained: 76.37% ± 2.46% reads per sample were aligned to the mRNA region (Supplementary Figure S3).

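Between 15518 and 16020 genes per library had an FPKM above 0 at 7 weeks, with a mean of 15780 ± 165 (SD, n = 6 libraries). At 11 weeks the number was between 16226 and 16665, with a mean of 16430 ± 144 (SD, n = 6). An FPKM of at least 1 was reached by 9906 to 10666 genes per library at 7 weeks and by 11349 to 11634 at 11 weeks.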

In total, 10,036–10,070 expressed genes were detected. 

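Of the 24353 genes listed, 58.3% ± 1.2 (SD, n = 6 libraries) had an FPKM below 1 at 7 weeks and 52.9% ± 0.458 (SD, n = 6) at 11 weeks. The mean over all 12 libraries was 55.6% ± 2.95 (SD). Among the genes with an FPKM above 0 only, the share below 1 was 32.9% ± 3.03 (SD, n = 12).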

On average, 52.68% of the expressed genes had low expression levels (fragments per kilobase million mapped (FPKM) < 1) in the feather follicles. A few genes had extremely high expression levels (FPKM ≥ 500); these accounted for 1.65% of the total number (Supplementary Figure S4).

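An FPKM of at least 500 was reached by 175 to 192 genes per library at 7 weeks and by 151 to 160 genes at 11 weeks. Over the 12 libraries these were 0.697% ± 0.0636 (SD) of the genes listed. They were 1.06% ± 0.118 (SD) of the genes with an FPKM above 0 and 1.58% ± 0.249 (SD) of the genes with an FPKM of at least 1.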

### Differentially expressed genes between the yellow and white feather follicles

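At 7 weeks, 13895 genes were tested and 4 passed both thresholds, 2 of them higher and 2 lower in yellow follicles. An unadjusted p under 0.05 was found for 2091 genes, where 695 would be expected by chance. Of the other splits of the same 6 libraries into groups of 3, the highest count was 2652. The 4 genes, which are named here because they are few, were chosen after their values were seen. ENSGALG00000047227, a locus of chromosome 31 from 2361771 to 2362074, had an FPKM of 6.21, 6.24 and 5.41 in the white libraries and was listed at 0 in the 3 yellow ones. ENSGALG00000026247, on chromosome 2 from 32581140 to 32581360, was listed at 0 in the 3 white libraries and had an FPKM of 3.89, 3.77 and 6.21 in the yellow ones. ENSGALG00000023834, on chromosome 20 from 5503053 to 5505222, had an FPKM of 0.757, 0.697 and 0.607 in the white libraries and was listed at 0 in the yellow ones. ENSGALG00000030720, on chromosome 24 from 6307788 to 6314912, had an FPKM of 2.26 ± 0.375 (SD, n = 3) in yellow follicles, against 0, 0.0380 and 0.0760 in the white libraries (log2 fold change 4.12, standard error 0.31, adjusted p = 0.0101 from limma with Benjamini-Hochberg adjustment). At 11 weeks the libraries of both colours overlapped for 3 of the 4 genes. ENSGALG00000047227 had an FPKM of 112, 0 and 0 in white and of 0, 0 and 0.569 in yellow libraries, and ENSGALG00000026247 of 0, 8.86 and 0 and of 4.49, 0 and 3.91 (exact permutation test, p = 1 for each). ENSGALG00000030720 ranged from 0.0225 to 1.16 in white and from 1.09 to 1.51 in yellow libraries. ENSGALG00000023834 ranged from 3.39 to 9.34 in white and had an FPKM of 0, 1.63 and 2.69 in yellow libraries. Of the 4 genes, ENSGALG00000030720 is in the paper's Table S4. At 11 weeks, none of 14806 genes passed, the smallest adjusted p was 0.235, and 1070 genes had an unadjusted p under 0.05 against 740 expected by chance.
White and yellow birds share numbers in the library names. Same-numbered libraries of the other colour deviated from their group means with a mean correlation across 11242 genes of 0.0995 over 2 pairs at 7 weeks and 0.138 over 3 pairs at 11 weeks. With the bird number as a replicate block, 18 genes passed both thresholds at 7 weeks, 1 higher and 17 lower in yellow follicles, and 2 of these were among the 4 without the block. At 7 weeks only the numbers 1 and 3 occur in both colours, so the colour difference with the block rests on 4 libraries. At 11 weeks, 0 genes passed with the block, and 947 had an unadjusted p under 0.05. With the number of Dominant white alleles as a covariate, the colour difference at 11 weeks rests on 1Y4 alone among the yellow libraries. That library is the only yellow one of 11 weeks with 2 copies, as all white ones have. No count is therefore given for that fit.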

Comparing the gene expression levels between yellow and white feather follicles, 177 differentially expressed genes (DEGs) were obtained in the 7-week age class and 163 DEGs in the 11-week age class (Fig. 3, Supplementary Table S4). Gene Ontology (GO) pathway enrichment analysis revealed the DEGs in the 7-week age class were mainly enriched in the GO classes ‘melanosome’, ‘lysosomal membrane’, and ‘early endosome’. 

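The paper's Table 1 lists 4 genes of the term 'melanosome' at this age, DCT, TYRP1, PMEL and MLANA. All 4 were lower in yellow follicles, with no overlap between the 3 yellow and 3 white libraries. DCT (ENSGALG00000016899) lies on chromosome 1 of GRCg6a from 147901712 to 147921618. Its FPKM was 1.31 ± 1.51 (SD, n = 3) in white and 0.0788 ± 0.0963 (SD, n = 3) in yellow follicles, a log2 fold change of -2.49 (standard error 0.81, adjusted p = 0.316 from limma with Benjamini-Hochberg adjustment). With the replicate block it was -1.44 (adjusted p = 0.498 from limma, from 0.178 to 0.656 over the alternatives). At 11 weeks the libraries overlapped, with an FPKM of 0.356 ± 0.267 in white and 0.0390 ± 0.0226 in yellow follicles, and the log2 fold change was -1.47 (adjusted p = 0.683 from limma). Of the 5 genes listed for 'lysosomal membrane', 1 was lower and 4 were higher in yellow follicles, and 4 had a mean FPKM below 1. Of the 4 genes listed for 'early endosome', 1 was lower and 3 were higher, and 3 had a mean FPKM below 1. The enrichments were not recomputed, because the term annotation is not part of the deposited data.
A hand-made list of melanosome and eumelanin genes had 23 tested genes, with a median log2 fold change of -0.59 at 7 weeks. The median of all genes was 0.10. Of these genes 13 were lower and 10 higher in yellow follicles (limma's camera test, which assumes a correlation of 0.01 between the genes of a list, adjusted p = 0.00398 over 10 lists). With the replicate block the median was -0.41 (adjusted p = 0.00620 from camera). Without the genes of Table S4 the median was 0.20 (adjusted p = 0.526), but those genes were picked for their difference in these same libraries, so a weaker result was fixed in advance. With the correlation of each list estimated from the libraries, 0.122 for this list and an alternative chosen after the data were seen, the adjusted p was 0.556. Over all alternatives the adjusted p of this list ranged from 2.84e-05 to 0.556. Other splits of the same libraries were tested as well, a check chosen after the data were seen. Parting 7W1, 7W2 and 7Y3 from the rest gave an unadjusted p of 1.47e-04 from camera, against 3.98e-04 for colour. The p of this list therefore does not set colour apart from an arbitrary grouping.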

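Of the 4 genes that Table 1 lists for 'melanogenesis' at 7 weeks, 2 were lower and 2 were higher in yellow follicles. POMC (ENSGALG00000016600), the gene with the larger rise, lies on chromosome 3 from 105372180 to 105388173. Its FPKM at 7 weeks was 1.2 ± 0.430 (SD, n = 3) in white and 16.0 ± 8.83 (SD, n = 3) in yellow follicles, a log2 fold change of 3.52 (standard error 0.46, adjusted p = 0.0956 from limma). With each library left out in turn the change stayed between 3.12 and 4.02, and the adjusted p was 0.0373 in the fit with the highest value, within a range over the alternatives from 0.0373 to 0.287. Of the 10 genes listed for 'metabolic pathways', 9 could be tested, 6 lower and 3 higher in yellow follicles, and 4 had a mean FPKM below 1.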

Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis for the 7-week age class found that ‘melanogenesis’ and ‘metabolic pathways’ were enriched. 

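At 11 weeks, 3 of the 5 genes that Table 1 lists for the term 'melanosome' were lower and 2 were higher in yellow follicles. Of the 3 genes listed for 'melanosome organization', 2 were lower and 1 was higher. Of the 11 genes listed for 'integral component of plasma membrane', 10 could be tested, 3 lower and 7 higher in yellow follicles, and 7 had a mean FPKM below 1. In the hand-made list of 23 melanosome and eumelanin genes, 14 genes were lower and 9 higher in yellow follicles at 11 weeks, with a median log2 fold change of -0.44 (adjusted p = 0.00862 from camera over 10 lists). The adjusted p was 4.13e-04 with the replicate block, which left the median unchanged. It was 0.849 with the correlation of the list, 0.264, estimated from the libraries, and its range over all alternatives was from 2.25e-06 to 0.849. Parting 1W1, 1W3 and 1Y3 from the rest, which keeps more same-numbered libraries together, gave a smaller unadjusted p. It was 2.11e-06 from camera, against 0.0017 for colour, so this p does not set colour apart from an arbitrary grouping.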

The DEGs in the 11-week age class were mainly enriched in the GO classes ‘melanosome’, ‘melanosome organization’, and ‘integral component of plasma membrane’(Table 1).

**Figure 3:**
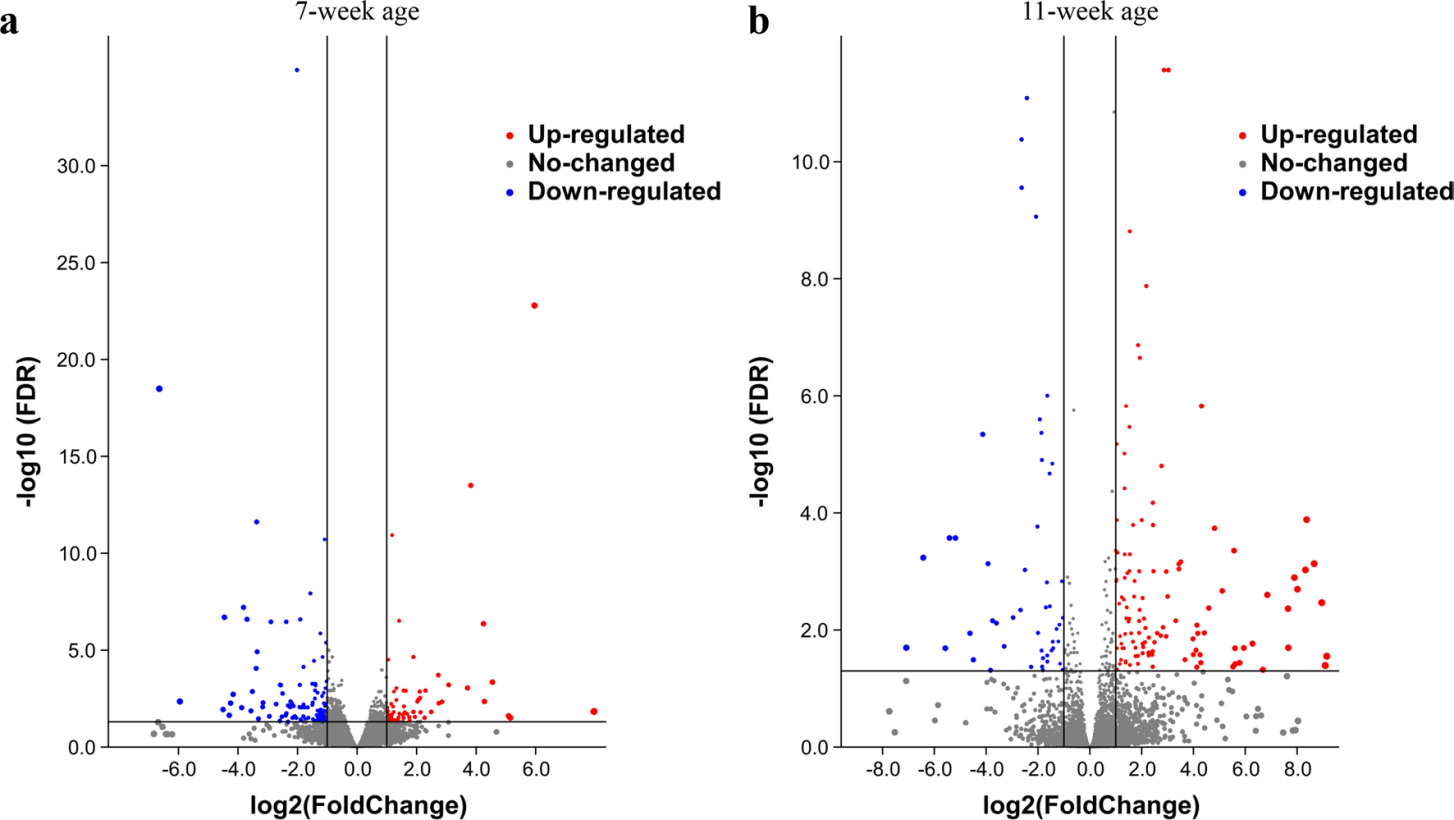
Volcano plot of differentially expressed genes (DEGs) in RNA-seq. (**a**) Volcano plot of differentially expressed genes (DEGs) in RNA-seq of 7-week age. (**b**) Volcano plot of differentially expressed genes (DEGs) in RNA-seq of 11-week age.

**Table 1:** Results of GO and KEGG enrichment analysis of differentially expressed genes (DEGs) using the DAVID database.

Group	Category	Term	*P*-value	Genes
DEGs of 7-week age	GOTERM_CC_DIRECT	Melanosome	4.23E−05	*DCT, TYRP1, PMEL, MLANA*
	GOTERM_CC_DIRECT	Lysosomal membrane	0.0078	*ATP11C, ENPEP, MFSD12, ATP6V0D2, DPP4*
	KEGG_PATHWAY	Melanogenesis	0.0086	*DCT, WNT16, TYRP1, POMC*
	GOTERM_CC_DIRECT	Early endosome	0.0332	*CLCN3, TRAK1, NEURL1B, ATP6V0D2*
	GOTERM_CC_DIRECT	Cytoplasm	0.0359	*GNA13, CTHRC1, IL1R2, EPAS1, AKAP12, ENPEP, VASH2, PADI1, NECAB1, DPF1, BRINP1, DIP2B, MAP3K1, RGS6, SERPINB10, SMURF1, ITCH, YAP1, FBXL15, HPGDS, WWOX*
	GOTERM_MF_DIRECT	Ligase activity	0.0420	*NEURL1B, SMURF1, ITCH*
	GOTERM_BP_DIRECT	Glomerulus development	0.0439	*PLCE1, ENPEP*
	KEGG_PATHWAY	Metabolic pathways	0.0495	*DCT, MINPP1, PLCE1, TYRP1, NANS, HMGCS2, FBP1, ATP6V0D2, GLCE, HPGDS*
DEGs of 11-week age	GOTERM_CC_DIRECT	Melanosome	4.23E−05	*RAB32, TYRP1, PMEL, SYTL2, MLANA*
	GOTERM_BP_DIRECT	Melanosome organization	0.0020	*RAB32, TYRP1, PMEL*
	GOTERM_CC_DIRECT	Integral component of plasma membrane	0.0043	*OPN5L2, KCNJ16, STEAP4, FOLH1, TSPAN10, AQP9, PMEL, AQP4, ADRA2C, TM4SF1, DSCAM*
	GOTERM_BP_DIRECT	Positive regulation of cell-substrate adhesion	0.0065	*EDIL3, COL8A1, VIT*
	GOTERM_BP_DIRECT	C-terminal protein deglutamylation	0.0202	*FOLH1, AGBL1*
	GOTERM_BP_DIRECT	Cell–cell signaling	0.0299	*LVRN, ADRA2C, POMC*
	GOTERM_MF_DIRECT	Hydrogen-exporting ATPase activity, phosphorylative mechanism	0.0324	*ATP6V1G3, ATP6V0D2*
	GOTERM_CC_DIRECT	Vacuolar proton-transporting V-type ATPase complex	0.0405	*ATP6V1G3, ATP6V0D2*
Overlapping DEGs	GOTERM_CC_DIRECT	Melanosome	4.35E−04	*TYRP1, PMEL, MLANA*
	GOTERM_BP_DIRECT	Melanosome organization	0.0117	*TYRP1, PMEL*

*CC* cellular component, *MF* molecular function, *BP* biological process.

There were 27 overlapping DEGs that occurred in both age groups (Supplementary Figure S5, Supplementary Table S4). These were significantly enriched in the two pigment-related GO classes ‘melanosome’ and ‘melanosome organization’. 

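In the deposited FPKM, 13 of these genes were tested and lower in yellow follicles at both ages, and 12 were tested and higher at both ages. Of the other two, ENSGALG00000006864 had too low an FPKM to be tested at 7 weeks, with the yellow above the white libraries at both ages, and ENSGALG00000046765 was listed at 0 in all 12 libraries. For 21 of them the yellow and white libraries did not overlap at either age. At a single age, chance gives no overlap for 10% of genes. No gene passed both thresholds at both ages in the limma fits. As a test over both ages, the average of the 2 colour differences was fitted on all 12 libraries. This fit treats the libraries as independent, although same-labelled libraries of both ages may come from the same bird. The paper's methods describe one set of birds plucked at several ages, while its results count 12 individuals. Of 14553 genes, 30 passed both thresholds, 15 higher and 15 lower in yellow follicles, and 2517 had an unadjusted p under 0.05. Of the 30 genes, 26 are in Table S4 and 16 are among the overlapping DEGs. The average effect was adjusted over the overlapping genes alone as well, and 26 had an adjusted p of at most 0.05, but the list was chosen on these same data. With the replicate block 1 gene passed, TYRP1, and with the bird label as a random block 19 genes passed. The difference between the colour effects at 11 and 7 weeks was tested in the fit of all 12 libraries without a block. It passed the thresholds for 0 genes (973 with an unadjusted p under 0.05), and for none of the overlapping genes was the unadjusted p under 0.05.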

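PMEL (ENSGALG00000035350) lies on chromosome 33 of GRCg6a from 7092008 to 7095774, TYRP1 (ENSGALG00000015205) on chromosome Z from 30823101 to 30833822, and MLANA (ENSGALG00000019756) on chromosome Z from 27814455 to 27819700. At 7 weeks the FPKM of PMEL was 683 ± 339 (SD, n = 3) in white and 139 ± 51.2 (SD, n = 3) in yellow follicles, and at 11 weeks it was 256 ± 91.0 and 66.3 ± 14.6. TYRP1 had an FPKM of 96.3 ± 47.0 in white and 17.1 ± 5.82 in yellow follicles at 7 weeks, and of 91.3 ± 29.0 and 14.7 ± 5.63 at 11 weeks. MLANA had an FPKM of 260 ± 110 in white and 82.0 ± 30.1 in yellow follicles at 7 weeks, and of 118 ± 33.5 and 39.2 ± 6.64 at 11 weeks. For each of the 3 genes, every yellow library lay below every white library of its age (two-sided exact permutation test, p = 0.10, the smallest that 3 libraries against 3 allow). The log2 fold changes at 7 weeks were -2.25 for PMEL (standard error 0.37, adjusted p = 0.156 from limma), -2.44 for TYRP1 (0.36, adjusted p = 0.113) and -1.64 for MLANA (0.34, adjusted p = 0.212). At 11 weeks they were -1.90 (0.31, adjusted p = 0.325), -2.64 (0.34, adjusted p = 0.297) and -1.55 (0.23, adjusted p = 0.301). With the replicate block, which leaves 4 libraries to carry the difference at this age, TYRP1 at 7 weeks had a log2 fold change of -2.37 and an adjusted p of 0.0377, within a range over its alternatives from 0.0377 to 0.326. On average over both ages the log2 fold change was -2.07 for PMEL (adjusted p = 0.0180), -2.54 for TYRP1 (adjusted p = 0.00810) and -1.60 for MLANA (adjusted p = 0.0227). Over the alternatives the adjusted p of the average ranged from 0.00962 to 0.0897 for PMEL, from 0.00616 to 0.0322 for TYRP1 and from 0.0146 to 0.0923 for MLANA, highest with the replicate block for PMEL and MLANA. From the lower expression of these genes and of DCT and HPGDS in yellow follicles, the paper infers less eumelanin and more pheomelanin synthesis in yellow plumage.

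**Figure D1:**
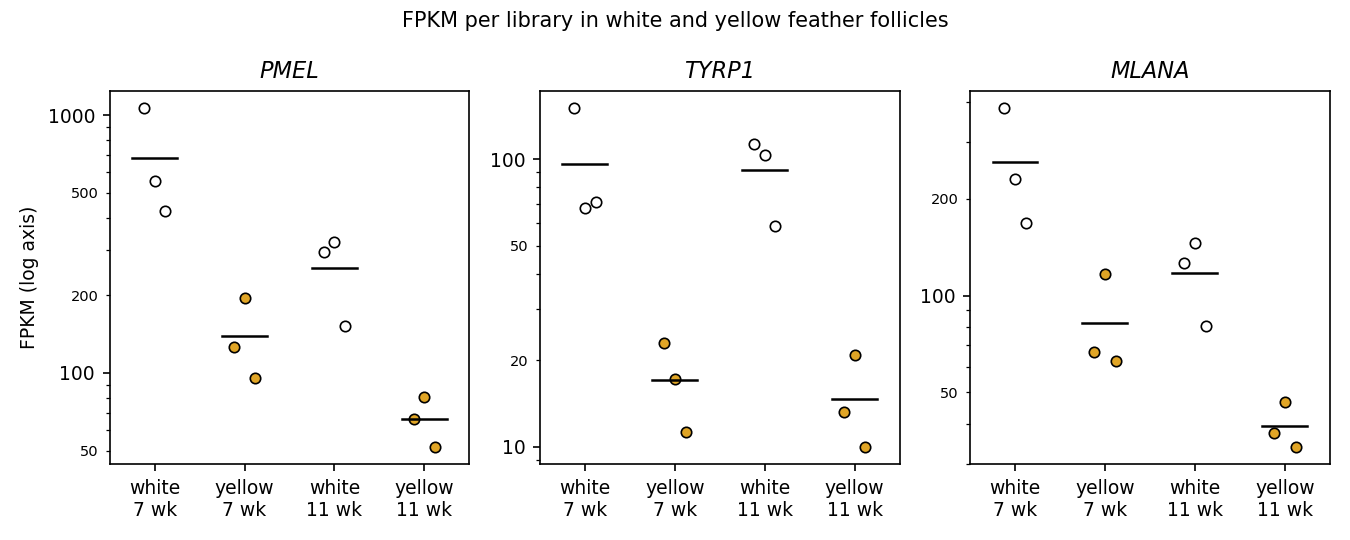
FPKM of PMEL, TYRP1 and MLANA in each library, on log axes; open points are white and filled points yellow feather follicles, in order of bird number, and bars are the means of 3 libraries. At both ages the 3 yellow libraries lie below the 3 white libraries, for TYRP1 at 11.2 to 22.9 against 67.7 to 150 at 7 weeks.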

The genes involved included *PMEL*, *TYRP1* and *MLANA* (Table 1). Another overlapping DEG, *HPGDS*, which is involved in catalysing conjugation reactions with glutathione, might play an important role in pheomelanin synthesis.

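HPGDS (ENSGALG00000010402) lies on chromosome 4 from 37170328 to 37196424. Its FPKM was 92.5 ± 37.9 (SD, n = 3) in white and 21.9 ± 10.6 (SD, n = 3) in yellow follicles at 7 weeks, and 35.9 ± 15.3 (SD, n = 3) and 15.5 ± 1.46 (SD, n = 3) at 11 weeks. The yellow and white libraries did not overlap at either age. The log2 fold change was -2.08 at 7 weeks (standard error 0.40, adjusted p = 0.190 from limma) and -1.11 at 11 weeks (standard error 0.31, adjusted p = 0.591). On average over both ages it was -1.60 (standard error 0.29, adjusted p = 0.0423), and over the alternatives this adjusted p ranged from 0.0207 to 0.140, highest with the replicate block. A hand-made list held 24 tested genes of thiol and glutathione metabolism, HPGDS among them. At 7 weeks 14 of these genes, including HPGDS, were lower and 10 higher in yellow follicles. The median log2 fold change was -0.11 (adjusted p = 0.0191 from camera over 10 lists, from 0.00656 to 0.528 over the alternatives). With the replicate block the median was -0.17 (adjusted p = 0.0904), no longer past the threshold. At 11 weeks 12 genes were lower and 12 higher, with a median of -0.01 (adjusted p = 0.918). SLC7A11 and GCLC, picked after their values were seen, were higher in yellow follicles at both ages. The log2 fold change of SLC7A11 was 1.501 at 7 weeks and 0.5198 at 11 weeks, and that of GCLC was 0.5775 and 0.5381. None of these passed the threshold (adjusted p from 0.3157 to 0.6388 from limma). For GCLC the yellow and white libraries overlapped at 7 weeks but not at 11 weeks.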

### Expression profiles of key pigment genes and verification of RNA-seq data

The expression levels of five key pigment genes (*TYRP1*, *DCT*, *PMEL*, *MLANA* and *HPGDS*) were measured using real-time quantitative reverse transcription PCR (qRT-PCR) of samples from feather follicles at various time points (3, 5, 7, and 11 weeks of age). The results showed that the expression of *TYRP1* and *DCT* was lower in the yellow plumage group than in the white plumage group at the four ages, and the differences were significant (*P* < 0.05). Expression of *PMEL*, *MLANA,* and *HPGDS* genes was significantly lower in the yellow feather follicles than in the white feather follicles in chickens of 5, 7 and 11 weeks of age (*P* < 0.05); however, the differences were not significant in the 3-week age class (Fig. 4). This may be owing to the fact that at the 3 weeks of age, chicks are not yet at a critical time to moult. Among these five genes, *TYRP1* and *DCT* expression levels were approximately tenfold lower in yellow than in white feather samples in 5-, 7- and 11-week old chickens, suggesting that these two genes might participate in the pigmentation and control of plumage colour in chickens.

**Figure 4:**
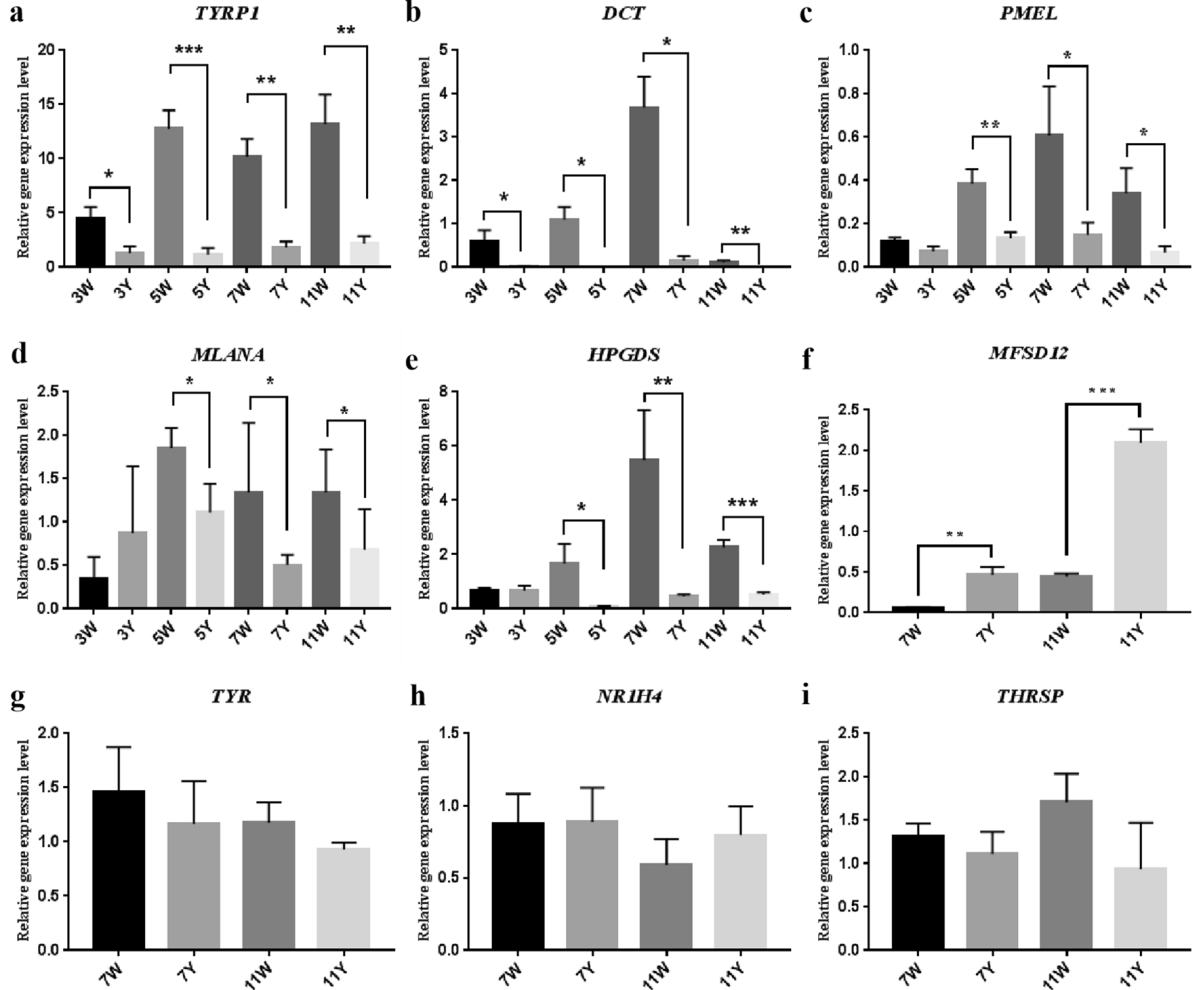
Verification of gene expression level via quantitative real-time polymerase chain reaction (qRT-PCR). *TYRP1*, *DCT*, *PMEL*, *MLANA*, and *HPGDS* expression (**a**–**e**) comparisons between white and yellow feather follicles in 3- (3W and 3Y), 5- (5W and 5Y), 7- (7W and 7Y), and 11-week (11W and 11Y) ages. *MFSD12*, *TYR*, *NR1H4*, and *THRSP* expression (**f**–**i**) comparisons between white and yellow feather follicles in 7- (7W and 7Y) and 11-week (11W and 11Y) ages. Sample size in each group was five. **Indicates extremely significant difference (P < 0.01), *indicates significant difference (P < 0.05).

In addition to the five key pigment genes described above, we selected one DEG (*MFSD12*) and three non-DEGs (*TYR, NR1H4* and *THRSP*), and used qRT-PCR to measure gene expression in the feather follicles of 7- and 11-week old chickens, to verify the RNA-seq analysis results. 

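In the RNA-seq data, MFSD12 (ENSGALG00000000795, chromosome 28 from 1155040 to 1161700) had an FPKM of 8.36 ± 2.02 (SD, n = 3) in white and 31.0 ± 18.9 (SD, n = 3) in yellow follicles at 7 weeks, and of 7.07 ± 1.21 (SD, n = 3) and 21.0 ± 5.23 (SD, n = 3) at 11 weeks, with no overlap at either age. Its log2 fold change was 1.74 at 7 weeks (standard error 0.38, adjusted p = 0.223 from limma), 1.54 at 11 weeks (standard error 0.21, adjusted p = 0.297) and 1.64 on average (standard error 0.24, adjusted p = 0.0227, from 0.0133 to 0.0923 over the alternatives). TYR (ENSGALG00000017237, chromosome 1 from 189153121 to 189202896) had an FPKM of 40.2 ± 21.9 in white and 24.3 ± 4.32 in yellow follicles at 7 weeks, and of 29.0 ± 10.3 and 20.0 ± 2.50 at 11 weeks (SD, n = 3 each). The libraries overlapped at both ages (exact permutation test, p = 0.20 at 7 weeks and p = 0.40 at 11 weeks), and the log2 fold changes were -0.61 (standard error 0.34) and -0.47 (standard error 0.28). THRSP (ENSGALG00000035803, chromosome 1 from 194317269 to 194318711) ranged from 2.78 to 5.68 in white and from 1.15 to 10.1 in yellow follicles at 7 weeks, and from 1.81 to 13.3 and from 0.598 to 7.00 at 11 weeks. Its log2 fold change was -0.46 at 7 weeks (standard error 0.71) and -1.61 at 11 weeks (standard error 1.05), and the first changed sign with the replicate block, to 0.42, the mean of 2 pairs of libraries. The FPKM of NR1H4 (ENSGALG00000011594) was at most 0.0569 in any library of 7 weeks and at most 0.0154 at 11 weeks, below the minimum for a test.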

*MFSD12* showed significant differences in the expression levels (*P* < 0.05), whereas the three non-DEGs showed no significant differences (Fig. 4). This indicates that the RNA-seq analysis results are reliable.

## Discussion

In birds, plumage colour variations are due to alterations in melanin production, distribution or deposition in feathers, and feather follicles are the only place where plumage melanin is produced^30^. In feather follicles, mature melanocytes produce melanosomes for melanogenesis; the newly synthesized melanin is then transferred to the keratinocytes of feathers, giving the feathers their particular colour^31^. There are two types of melanosomes, eumelanosomes and pheomelanosomes. Eumelanosomes are elliptical entity with a fibrillar matrix, and are responsible for eumelanin synthesis. Pheomelanosomes vary in shape, being predominantly rounded, and are responsible for the pheomelanin synthesis^32,33^. Our paraffin sections of feather follicles were not sufficiently magnified to observe melanosome structure and enable determination of the type. Nonetheless, we could identify the type of melanin produced by the colour displayed, and concluded that the pheomelanin, but not eumelanin, production was higher in the yellow than in the white feather follicles. Yellow or red coat colour has been shown to be associated with high levels of pheomelanin production: a 100-fold increase in the pheomelanin content was observed in the dorsal hairs of recessive yellow mice compared to black mice^34^. Higher levels of pheomelanin markers TTCA and 4-AHP were also observed in recessive red pigeons than in wild-type pigeons, based on the histology of regenerating feathers and chemical analysis of feather melanin^17^. 

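In the chicken libraries, TSPAN10 (ENSGALG00000004525) lies on chromosome 18 of GRCg6a from 9143457 to 9145603. At 7 weeks its FPKM was 8.23 ± 4.60 (SD, n = 3) in white and 3.05 ± 1.18 (SD, n = 3) in yellow follicles, with no overlap, and the log2 fold change was -1.33 (standard error 0.43, adjusted p = 0.316 from limma). At 11 weeks its FPKM was 3.08 ± 1.5 and 0.974 ± 0.441, and the highest yellow library, at 1.44, lay above the lowest white library, at 1.39. The log2 fold change at 11 weeks was -1.51 (standard error 0.49, adjusted p = 0.618).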

Five down-regulated DEGs (*TYRP1*, *PMEL*, *MLANA*, *HPGDS* and *TSPAN10*) in our yellow plumage chickens were shared with the identified DEGs in recessive red pigeons^17^. As described in their hypothesis, pheomelanin-based phenotypes may result from changes in multiple pigmentation genes, reducing overall pigmentation and converting melanogenesis to pheomelanin production^17^. Our results are therefore consistent with previous studies, and confirmed that high levels of pheomelanin production contributed to the yellow plumage trait in our study.

In this study, we found that the *Dominant white* locus did not inhibit the pheomelanin synthesis and deposition. The *Dominant white* allele can alter the PMEL amyloid formation from functional to pathogenic, and inhibit eumelanin synthesis^35,36^. Similarly, previous studies have revealed that functional mutations in *PMEL* do not affect the production of pheomelanin in silver coat horses, silver mutation mouse, merle pattern domestic dogs, and yellowish plumage Japanese quail^12,13,37,38^. These results are understandable, given that the transmembrane glycoprotein encoded by *PMEL* is the main component of the fibrillar matrix of eumelanosomes rather than a component of pheomelanosomes^33,39^. A PMEL-silencing assay revealed that the mRNA expression of melanin biosynthesis genes, including *TYR*, did not differ from that in the control group^40^. This suggests that the *Dominant white* allele was functional at the protein level, but had no effect on the mRNA expression of melanin biosynthesis genes in our study. 

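The 12 libraries held 7 with 2 copies and 5 with 1 copy of the Dominant white allele I, as listed in Table S2. The number of copies was added as a covariate to the fit of both ages. That fit counts libraries as independent, although those with the same label at both ages may come from the same bird. Per copy of I, the log2 expression of TYR changed by 0.0012 (standard error 0.31). The change was -0.31 (standard error 0.34) for TYRP1, -0.94 (standard error 0.64) for DCT, -0.32 (standard error 0.33) for PMEL and -0.22 (standard error 0.29) for MLANA. The adjusted p of these genes lay between 0.680 and 1 (limma, over 14553 genes). Over all genes 2 had an adjusted p of at most 0.05 and 1462 an unadjusted p under 0.05. Every bird carried at least 1 copy, so the expression without the allele was not measured, and at 11 weeks 1 copy occurred only in yellow birds. With the covariate in the fit, the average colour difference was -2.70 for TYRP1 (standard error 0.33, adjusted p = 0.0190) and -2.23 for PMEL (standard error 0.32, adjusted p = 0.0441). It was -1.71 for MLANA (standard error 0.27, adjusted p = 0.0528), -2.45 for DCT (standard error 0.61, adjusted p = 0.129) and -0.54 for TYR (standard error 0.30, adjusted p = 0.392).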

Some missense mutations of *SLC45A2* resulted in a dominant *Silver* locus that made yellow plumage undetectable, confirming the previous reported dilution effect on pheomelanin by this locus^9^. Similarly, dilution of pheomelanin with no effect on eumelanin, or with only a slight effect, has been observed in *SLC45A2* mutation horses^41^. It is interesting feature also an enigma concerning the specific inhibition of pheomelanin in *Silver* chickens. When the *Sex-linked barring* locus was present, the feathers of yellow plumage chickens showed a yellow and white barred pattern. This pattern can be caused by the B allele, the causative mutations are four single-nucleotide polymorphisms located in the *CDKN2A* gene^11^. These mutations cause high expression of *CDKN2A* and lead to the premature differentiation of melanocyte progenitor cells and premature depletion of melanocytes, this causes a white bar to appear where the melanocytes are absent^11^. Similarly, the diverse of feather patterns in pigeons are controlled by the distribution of melanocytes^16^. Lin et al.^42^ systematically explored the cellular and molecular basis of avian pigment pattern formation; they concluded that the diversity of avian pigment patterns is the result of modulating the presence, arrangement, or differentiation of melanocytes. Our findings elucidate the effect of several known pigment genes on yellow plumage; this may be helpful for the breeding of yellow plumage chickens.

Melanin production is determined by relevant enzymes and their metabolic capacity. For example, the presence of TYR allows the rapid oxidation of tyrosine to dopaquinone, thus initiating the eumelanin or pheomelanin synthesis pathways in melanocytes^43^. Mutations in the *TYR* gene can lead to severe inadequacy in melanin production. The recessive white feather colour in chickens is caused by the insertion of a retroviral sequence on intron 4 of the *TYR* gene, resulting in a substantial reduction in the expression of normal transcript that contains exon 5^8^. The amount or activity of TYR, TYRP1, and DCT is also directly related to eumelanin content, because of their roles in the final step of eumelanin synthesis^43^. Further, the type of melanin produced is directly determined by the amounts of sulfhydryl compounds such as cysteine and glutathione that are present in the tissue (Fig. 5)^43,44^. Thus, the presence and activity of enzymes that catalyse glutathione reactions, such as glutathione peroxidase, glutathione reductase and glutathione *S*-transferase, will modify the progression of melanogenesis^45^. In previous studies, omics data were used to explore feather colour formation-related genes. The formation of Columbian plumage in chickens was related to changes in the expression of *MED23*, *FZD10*, *WNT7B* and *WNT11*^21^. DEGs between black and white feather colours in ducks were enriched in the pathways of melanogenesis (*c-Ki*t/*TYR*/ *TYRP1*) and tyrosine metabolism (*TYR*/ *TYRP1*)^23^. In our study, DEGs were significantly enriched in multiple pathways related to melanin synthesis, and were concentrated in several genes. Down-regulation of five pigment-related genes (*TYRP1*, *DCT*, *HPGDS*, *PMEL* and *MLANA*) was confirmed by qRT-PCR in 5-, 7- and 11-week old chickens. The enzymes or proteins encoded by these five genes can participate in melanogenesis by acting as catalysts or providing sites for melanin synthesis^46–50^. Therefore, it is possible that functional changes in enzymes or precursors, caused by the down-regulation of these five pigment-related genes, lead to an increase in pheomelanin synthesis.

**Figure 5:**
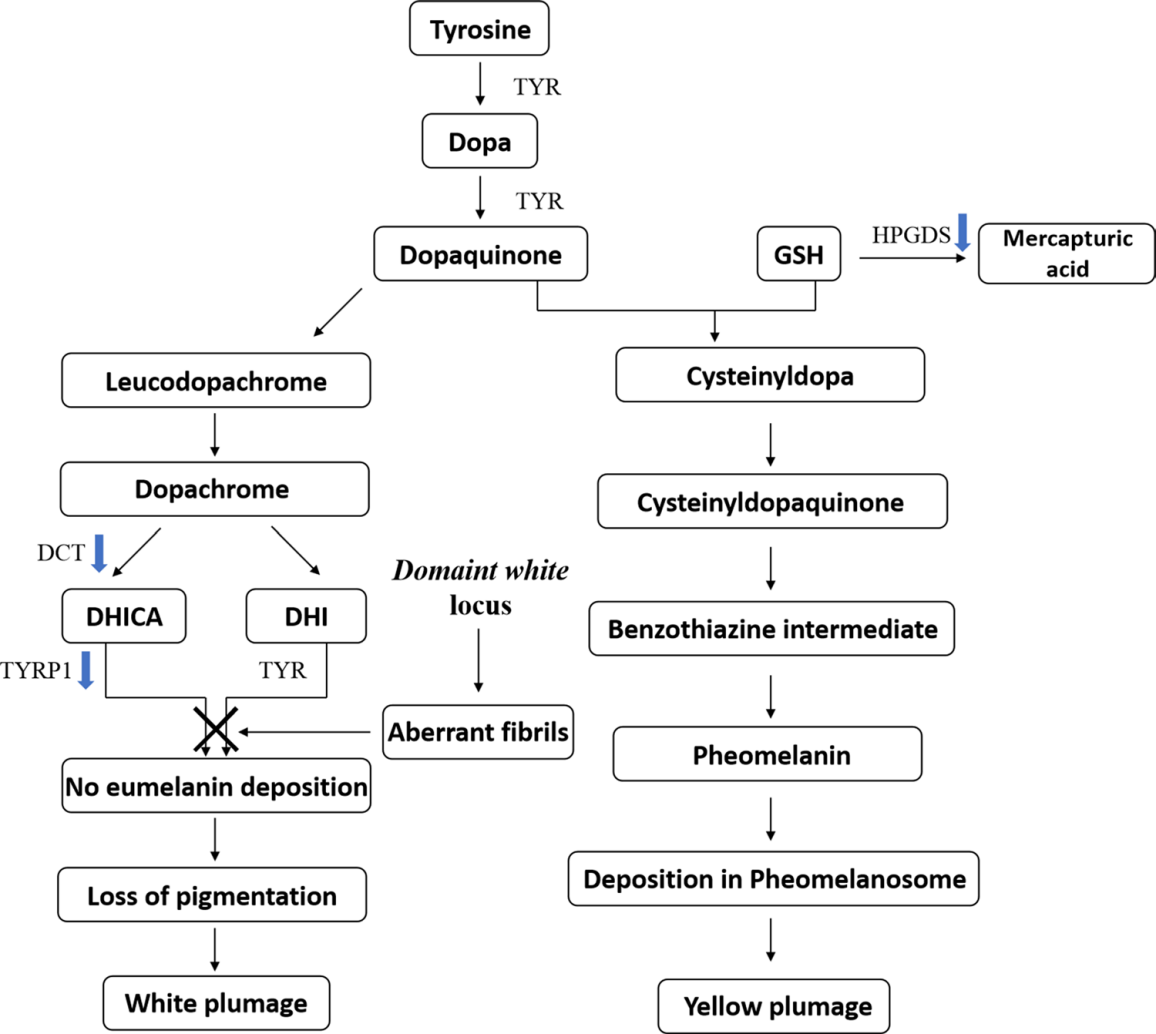
The synthetic process of eumelanin and pheomelanin. The blue arrow means that its corresponding coding gene is down-regulated in the yellow samples relative to the white samples. *Dopa* 3,4-dihydroxyphenylalanine, *DHICA* 5,6-dihydroxyindole-2-carboxylic acid, *DHI* 5,6-dihydroxyindole, *GSH* glutathione, *TYR* tyrosinase, *TYRP1* tyrosinase-related protein 1, *DCT* dopachrome tautomerase, *HPGDS* haematopoietic prostaglandin D2 synthase.

*TYRP1*, the first pigment gene cloned in the tyrosinase gene family, encodes tyrosinase-related protein 1, a putative membrane-bound, copper-containing enzyme that plays a key role in the last step of eumelanin synthesis^46,51^. Previous studies have demonstrated strong correlations between changes in TYRP1 function and the pheomelanin-based coat colour of Japanese quail^28^, chickens^52^, cats^46^, rabbits^53^, and cattle^54^. Low expression levels of *TYRP1* were associated with a pheomelanin-based coat colour. In French cattle breeds, the greatest expression of *TYRP1* occurred in the black skin of Prim’Holstein cattle; in the pheomelanin-rich coats of the Blonde d’Aquitaine (blond), Limousin (red), and Salers (reddish brown) breeds, there were varying levels of complete repression of *TYRP1*^55^. In catfish, lower expression levels of *TYRP1* mRNA were detected in the albino yellow group than in the black wild-type group^56^. These results provide useful data for understanding the relationship between the lower expression of *TYRP1* and the pheomelanin-based phenotype. DCT is an enzyme that metabolises dopachrome (DC) to 5, 6-dihydroxyindole-2-carboxylic acid (DHICA) during eumelanin synthesis^47^. The slaty mutation is known to reduce the activity of DCT. In cultured slaty melanocytes and slaty mutation mice, the content of eumelanin was reduced, whereas the content of pheomelanin was greatly increased^57,58^. DCT knockout mice showed a diluted coat colour relative to the non-knockout mice^59^. These studies indicate that *DCT* repression can affect both eumelanin and pheomelanin synthesis. Additionally, we confirmed that there was no significant difference in *TYR* expression between the yellow and white feather follicles. Thus, reduced *TYRP1* and *DCT* levels caused a switch from eumelanin synthesis to pheomelanin synthesis (Fig. 5), which is a general trend under suppression of eumelanin synthesis^34^.

Haematopoietic prostaglandin D2 synthase (HPGDS) is a member of the *sigma*-class glutathione *S*-transferases (GSTs)^60^. HPGDS can be utilised as a cofactor in a variety of detoxification reactions, by catalysing the conjugation of mutagens and carcinogens with glutathione during mercapturic acid synthesis^49,61^. As a nucleophile, glutathione is the most abundant sulfhydryl compound in animal tissues and occurs mainly in the cytoplasm of aerobic organisms^62^. Glutathione levels are closely associated with the deposition of melanin in the coat or skin of vertebrates^63^. High concentrations of glutathione allow it to bind with dopaquinone to form 5-*S*-cysteinyldopa, thereby initiating the pheomelanin synthesis pathway. When the glutathione concentration decreases, dopaquinone is converted directly to dopachrome and ultimately forms eumelanin^38^. In melanoma cells, low levels of glutathione have been found to be associated with eumelanin-type pigmentation, while high levels were associated with pheomelanin-type pigmentation^64,65^. In mice, yellow hair follicles have high glutathione and total thiol concentrations, while black hair follicles have low glutathione concentrations^66^. Thus, we inferred that a reduction in *HPGDS* expression caused reduced mercapturic acid synthesis, which further increased pheomelanin synthesis in the yellow feather follicles. Our finding indicates that reduction in HPGDS might result in more glutathione providing sulfhydryl to participate in pheomelanin synthesis (Fig. 5).

PMEL is a melanosome matrix protein responsible for the formation of PMEL fibrils within eumelanosomes. PMEL fibrils are essential for the optimisation of normal eumelanosome morphogenesis and eumelanin deposition, as animals lacking *PMEL* expression exhibit varying degrees of eumelanin reduction^6,12,39,48,67^. Reduced expression of *PMEL* was found in Japanese quail with the yellowish phenotype^13^. Therefore, the loss of PMEL may also be one of the reasons for the formation of yellow plumage. *MLANA*, which encodes a melanoma antigen (melan-A) that is recognised by cytotoxic T lymphocytes, has been cloned while searching for melanoma antigens; it has been widely studied as a melanoma-specific antigen and melanosome-specific marker^68^. The expression of *MLANA* is observed only in melanocytes, melanomas, and retinal pigment epithelium, suggesting its association with melanogenesis^68,69^. Melan-A can form complexes with PMEL17, affecting both its stability and the processing required for melanosome structure and maturation, and participating in eumelanin synthesis^50^. In mice, knocking out the *MLANA* gene results in a reduction in melanin content. Likewise, the melanosomes of melanocytes in *MLANA* knockout mice showed morphological abnormalities, indicating that *MLANA* acts as a pigment gene for the biogenesis and maintenance of melanosomes^70^. Considering the above results, we believe that reduced expression of *PMEL* and *MLANA* also causes reduced eumelanin synthesis.

For yellow and white plumage formation, we inferred that the five pigment-related genes discussed cause a reduction in eumelanin and an increase in pheomelanin synthesis in yellow plumage. Further, due to the presence of *Dominant white* locus, both white plumage and yellow plumage lack the eumelanosomes required for normal eumelanin synthesis. Finally, only pheomelanin was detected in the yellow plumage samples, and none of two types of melanin was detected in the white plumage samples.

In conclusion, by analysing the plumage colour distribution among the offspring populations of HB × WL chickens, we revealed the heredity of the yellow plumage gene. The yellow plumage of HB was due to increased pheomelanin synthesis in the pheomelanosomes in the feather follicles. The transcriptome profiles and qRT-PCR validation revealed that down-regulation of *TYRP1*, *DCT*, *PMEL*, *MLANA* and *HPGDS* may alter eumelanin and pheomelanin content, leading to the formation of yellow plumage. We speculate that the phenotypic characteristics of the yellow plumage colour might be caused by the reduced expression of these genes. These findings provide new insights for future research in yellow plumage chickens.

## Methods

### Experimental animals and sampling

The F1 population was obtained by crossing HB cocks with WL hens. Yellow plumage females and white plumage males were selected from the F1 population to produce an F2 population. Yellow plumage females and males were then selected from the F2 population to produce an F3 population.

For the transcriptome sequencing and to verify gene expression, five white plumage and five yellow plumage chickens were randomly collected from the F3 population, and several newly emerged feathers were plucked from nape of the neck at four time points (3, 5, 7 and 11 weeks of age). The feather follicles were cut off 2 mm from the bottom end of the feather and then immediately put into RNA storage solution and stored at − 80 °C. For histological measurements, yellow and white plumage chickens at 11 weeks of age were bled to death, and the newly emerged feather follicles, along with the nearby skin, were removed and fixed in 4% paraformaldehyde at 4 °C. Animal treatment protocols were approved by The Beijing Municipal Committee of Animal Management and comply with guidelines of The Ethics Committee of the China Agricultural University.

### Identification of known genes associated with plumage pigment

In all of the transcriptome samples, three loci that cause white plumage were identified; these are the *Dominant white* locus on the *PMEL* gene; the sex-linked *Silver* locus, caused by a mutation of *SLC45A2* on the Z chromosome; and the *recessive white* locus, which results from the insertion of a complete avian retroviral sequence of 7.7 kb in intron 4 of the *TYR* gene^6–9^. Blood samples were collected from the brachial veins of chickens using standard venepuncture. Genomic DNA was extracted using the phenol and chloroform method^72^. The *Dominant white* and *recessive white* loci were identified using patented methods. PCR of the target region and Sanger sequencing were used to verify the base mutation of *SLC45A2*. Prior to this, the identification of the three loci was carried out in individuals of the F0, F1, and F2 populations, to elucidate the heredity of the yellow plumage trait.

### Histology of the feather follicles

The feather follicles, fixed at 4 °C overnight, were dehydrated in ethanol, cleaned using xylene, and embedded in paraffin. Longitudinal sections of 7 μm thickness were sliced and stained with haematoxylin using standard protocols; eosin was not used because it interferes with the visualisation of melanin. After haematoxylin staining, the sections were fixed with neutral resin and observed under a microscope.

### RNA extraction, library construction, and sequencing

Three white and three yellow feather follicle samples from chickens aged 7 and 11 weeks were selected for transcriptome sequencing. Total RNA was extracted from the feather follicles, including epithelium and pulp, using an RNAprep Pure Tissue Kit (Tiangen, Dalian, China) following the manufacturer’s instructions. RNA purity was checked using the NanoDrop 2000 spectrophotometer, and the concentration and integrity of RNA were assessed using the Agilent 2100 Bioanalyzer and Agilent RNA 6000 Nano Kit, respectively. In total, 2 μg RNA per sample was used as input material for RNA sample preparation. The sequencing libraries were prepared using the NEBNext^®^ Ultra™ RNA Library Prep Kit for Illumina^®^ (#E7530L, NEB, USA) following the manufacturer’s recommendations; the libraries were sequenced on an Illumina Hiseq 4000 platform using 150 bp paired-end reads. All RNA sequence data were deposited in the NCBI Gene Expression Omnibus under Accession GSE146956.

### Analysis of RNA-seq data

A Perl script was used to filter the original raw data. Contaminated adapter reads, reads with > 5% ambiguous “N” bases, and low quality reads were removed. The reference genomes (ftp://ftp.ensembl.org/pub/release-96/fasta/gallus_gallus/dna/Gallus_gallus.GRCg6a.dna.toplevel.fa) and the annotation file (ftp://ftp.ensembl.org/pub/release-96/gtf/gallus_gallus/Gallus_gallus.GRCg6a.96.gtf.gz) were downloaded from the ENSEMBL database (https://www.ensembl.org/index.html). The reference genome index was built using Bowtie2 v2.2.3, and the clean data were then aligned to the reference genome using TopHat2^72^. Reads for each gene were counted using HTSeq v0.6.0; the expression levels of genes per sample, expressed as FPKM, were based on sequence lengths and on the read counts mapped to them^71^.

### Screening and functional annotation of DEGs

Differential expression analysis between the yellow and white feather groups was performed using the package DEGseq, and DEGs were screened using a significance criterion of false discovery rate (FDR) ≤ 0.05 and |log_2_(fold change)| ≥ 1 between the two groups^73^.

To further elucidate the functional roles of DEGs, GO and KEGG pathway enrichment analysis were performed using the DAVID database (https://david.abcc.ncifcrf.gov/). GO enrichment analysis can reveal the biological functions of DEGs, and KEGG is a database resource containing a collection of manually drawn pathway maps. GO terms that were significantly annotated (*P* < 0.05) were considered significantly enriched.

### Real-time quantitative reverse transcription PCR (qRT-PCR) verification of RNA-seq data

Four genes (*MFSD12*, *TYR*, *NR1H4* and *THRSP*) were selected to measure expression levels in feather follicles of 7- and 11-week old chickens, in order to verify the RNA-seq data using qRT-PCR. Five key pigment genes (*TYRP1*, *DCT*, *PMEL*, *MLANA* and *HPGDS*) were specifically chosen to assess their function in melanogenesis; to this end, we measured their expression levels in all samples of 3-, 5-, 7-, and 11-week old chickens. The primers for these genes are described in Table S5.

The qRT-PCR was performed on a CFX96TM Real-Time System (Bio Rad, Hercules, CA, USA) using Real Master Mix SYBR Green I (Tiangen). *GAPDH* was used as a housekeeping gene in all qRT-PCR experiments. Five biological replicates per group and three technical replicates per sample were used for qRT-PCR. The 2^−ΔΔCT^ method was used to calculate gene expression levels^74^. Significant differences between the two groups were evaluated using unpaired Student’s *t* tests. All results are shown as the means ± standard error (SE). *P* < 0.05 was considered significant and *P* < 0.01 extremely significant.

## Supplementary information

Supplementary Information 1.

Supplementary Information 2.

Supplementary Information 3.

Supplementary Information 4.

# Supplementary material for: Transcriptome analysis of feather follicles reveals candidate genes and pathways associated with pheomelanin pigmentation in chickens
**Source:** Sci Rep. 2020 Jul 21;10:12088. doi: 10.1038/s41598-020-68931-1
**Supplement:** Supplementary file 1 — Supplementary Information 1.

**Transcriptome analysis of feather follicles reveals candidate genes and pathways associated with pheomelanin pigmentation in chickens**

Xiaotong Zheng, Bo Zhang, Yawen Zhang, Haian Zhong, Ruixue Nie, Junying Li, Hao Zhang*, Changxin Wu

**Supplementary information**

[Supplementary Figures: 3](#_Toc19154)

[Supplementary Figure S1 3](#_Toc19437)

[Supplementary Figure S2 4](#_Toc29864)

[Supplementary Figure S3 5](#_Toc9797)

[Supplementary Figure S4 6](#_Toc15923)

[Supplementary Figure S5 7](#_Toc8072)

[Supplementary Tables: 9](#_Toc12760)

[Supplementary Table S1 9](#_Toc752)

[Supplementary Table S2 10](#_Toc14021)

[Supplementary Table S3: Please see the Excel file 11](#_Toc10331)

[Supplementary Table S4: Please see the Excel file 11](#_Toc25863)

[Supplementary Table S5: Please see the Excel file 11](#_Toc4269)

# Supplementary Figures:

## **Supplementary Figure S1**

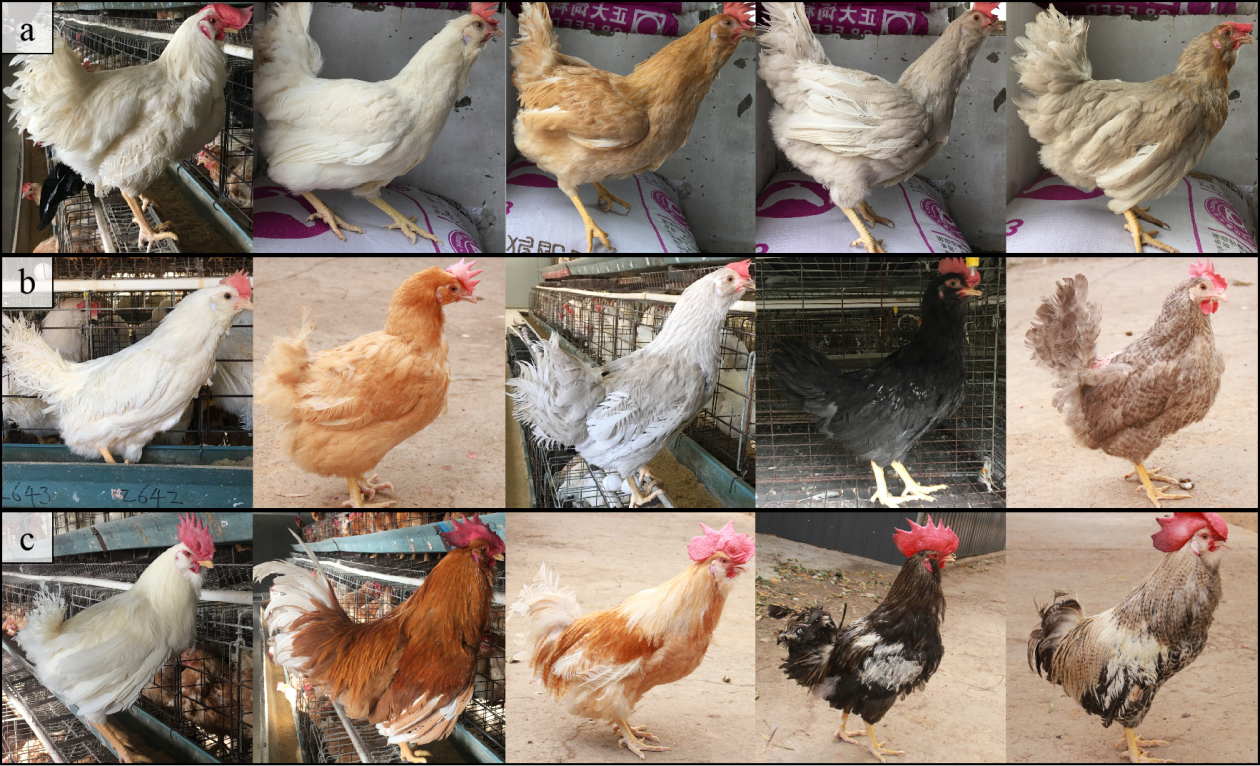

**Figure S1.** Photos of Huiyang Bearded chicken (HB) and White Leghorn chicken (WL) hybrid population. (**a**) Cocks and hens of F1 hybrid population. (**b**) Hens of F2 hybrid population. (**c**) Cocks of F2 hybrid population. In F2 roosters, there are also individuals with grey plumage, whose color is similar to that of F2 grey-feathered hens. We replaced what should be F2 grey-feathered cocks with yellow and white barred pattern plumage ones.

## **Supplementary Figure** S2

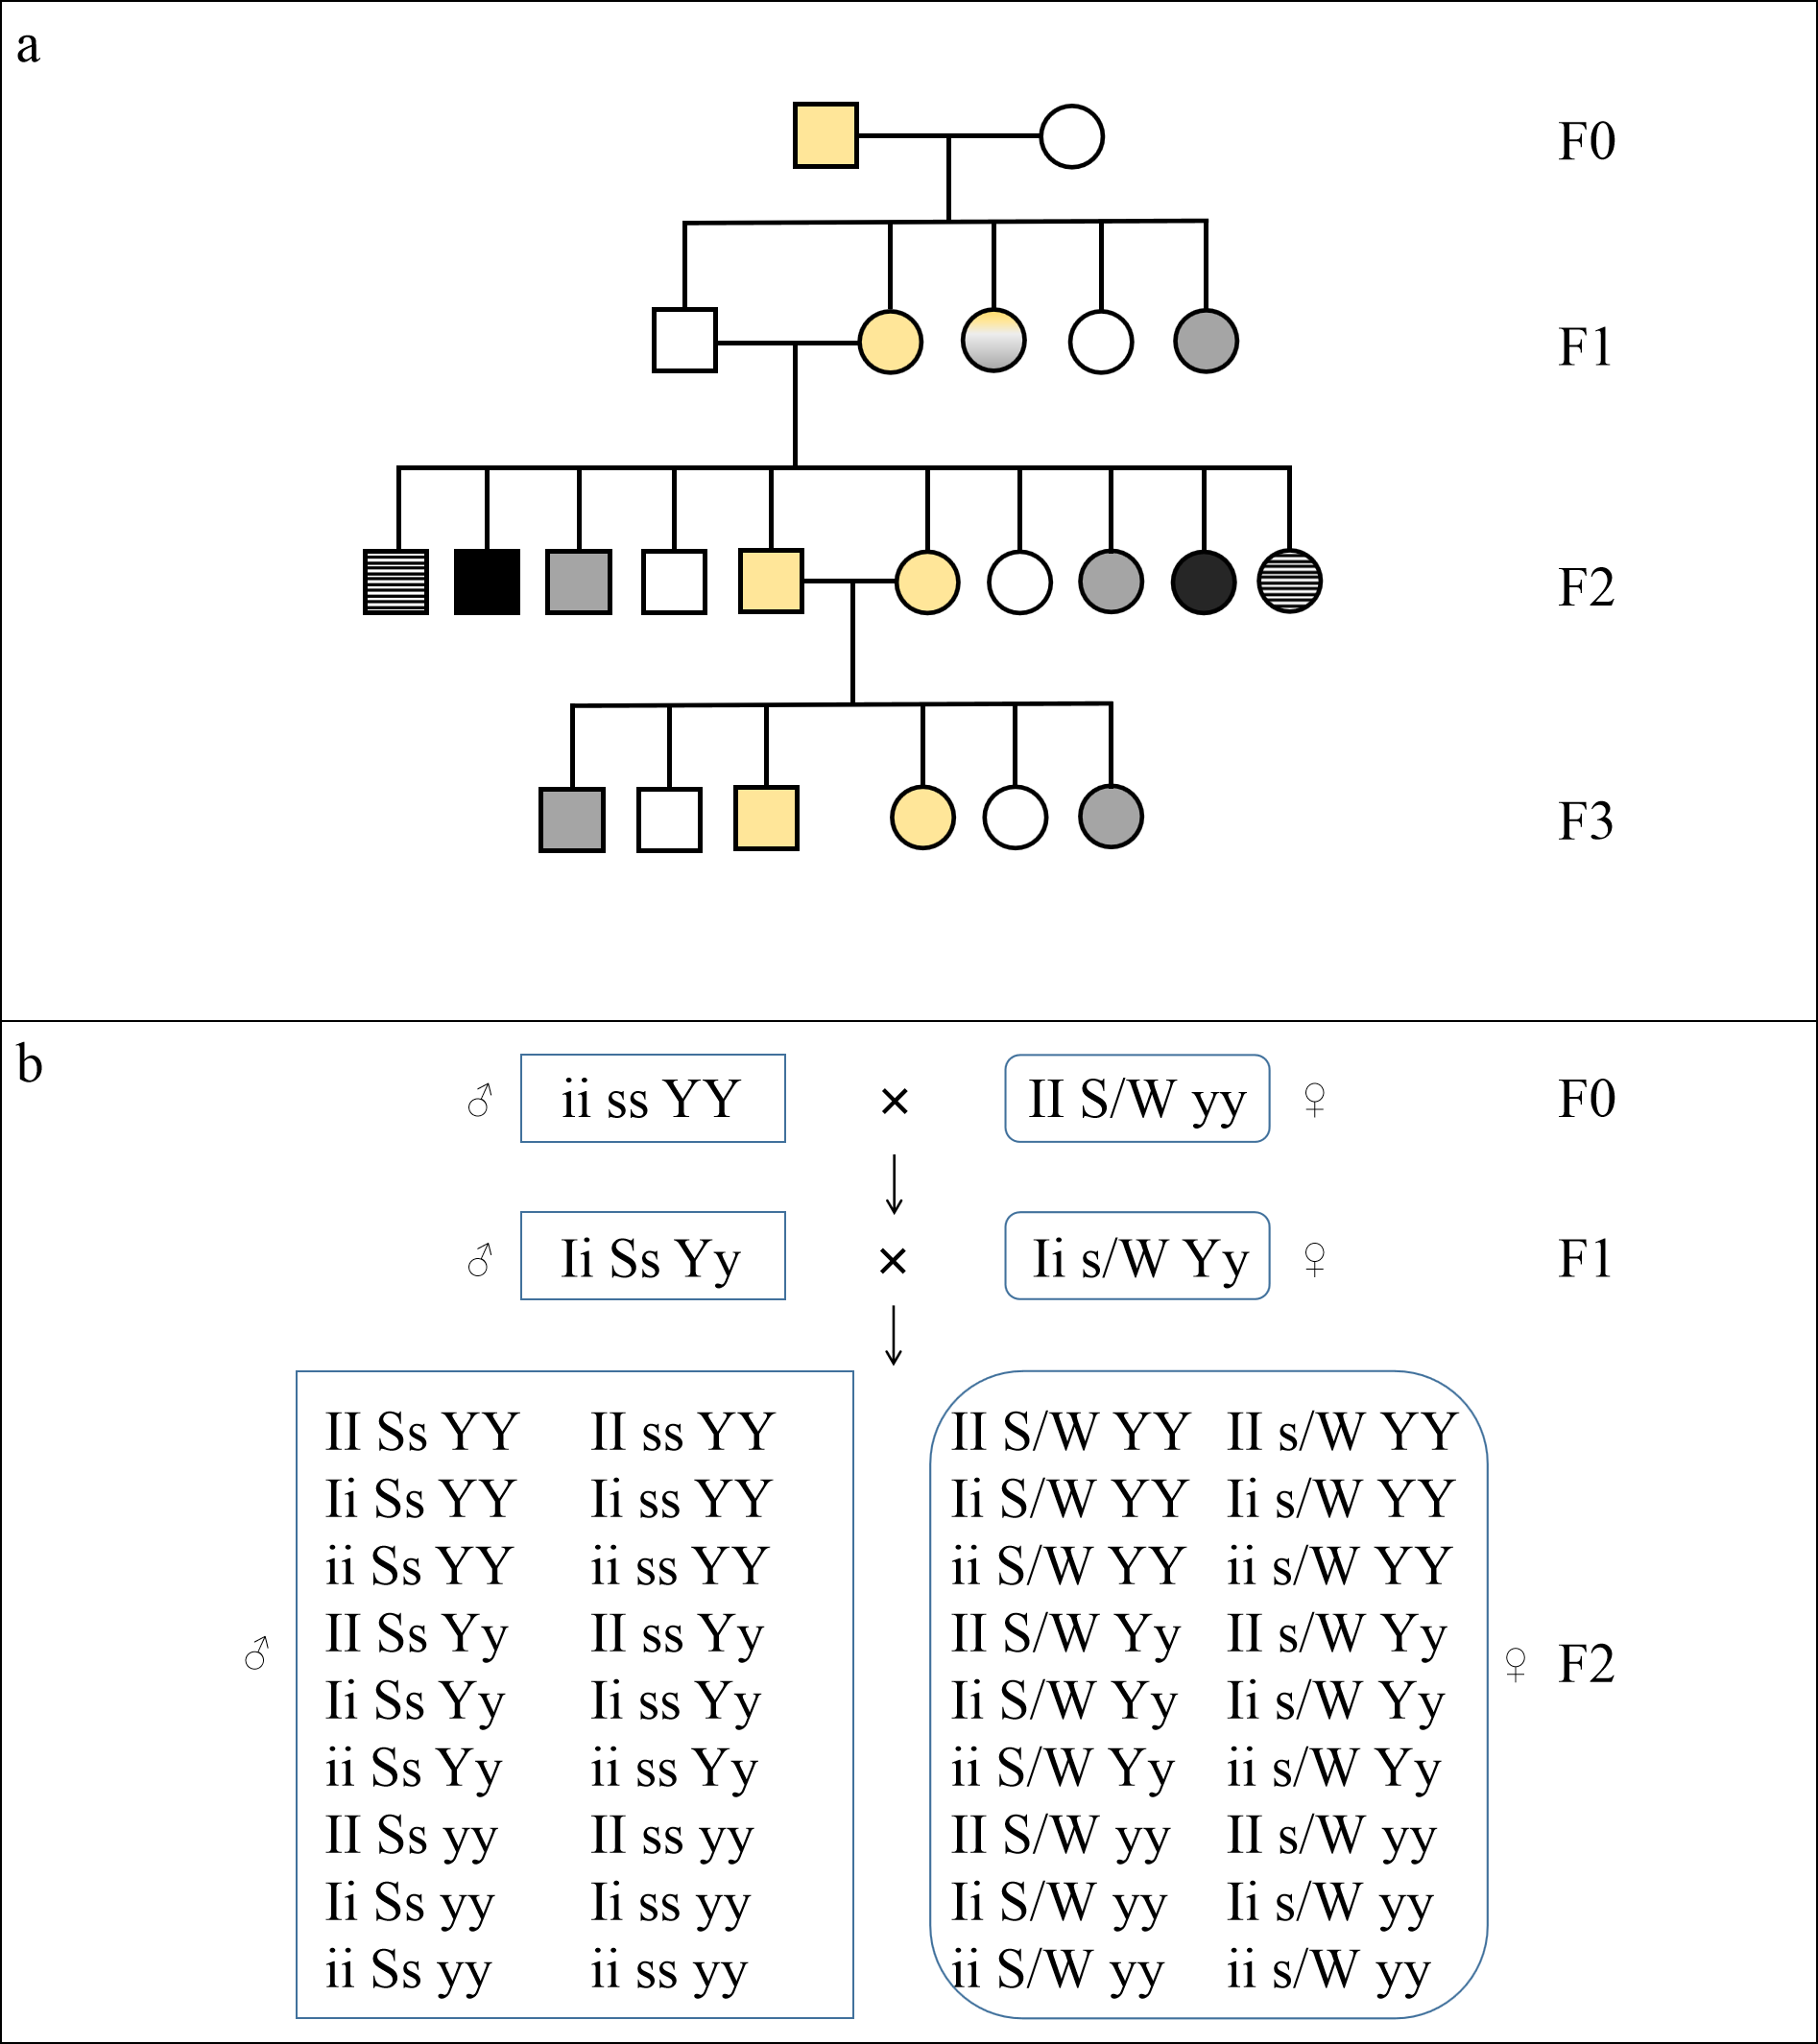

**Figure S2.** Schematic diagram of the plumage colours and genotypes of chickens in HB and WL hybrid populations (**a**) Schematic diagram of plumage colours of F0, F1, F2 and F3 populations. (**b**) Genotypes of chickens in F0, F1 and F2 populations. Yellow plumage trait is considered to be dominant inheritance controlled by single gene, represented as Y. I represents the *Dominant white* allele and S represents *Silver* allele.

## **Supplementary Figure** S3

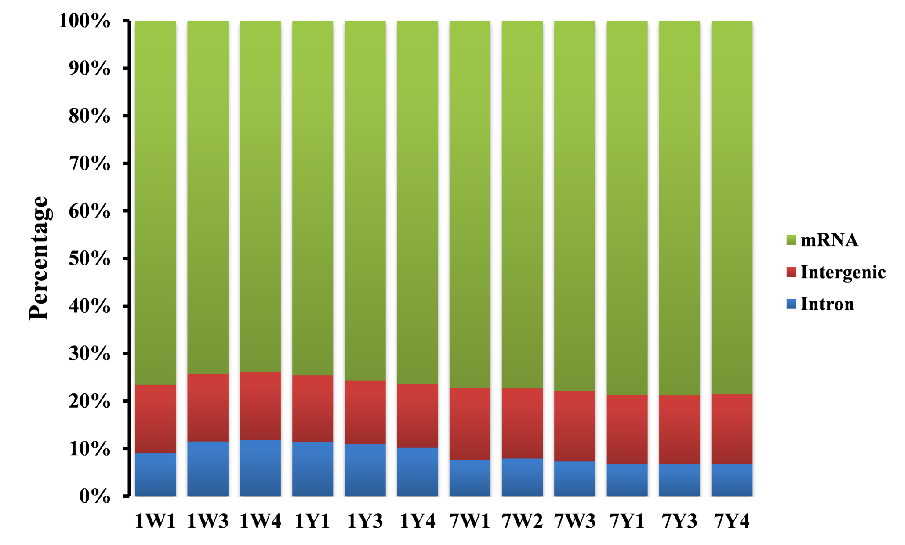

**Figure S3.** Statistical diagram for the distribution of reads mapped to the reference genes.

## **Supplementary Figure** S4

**
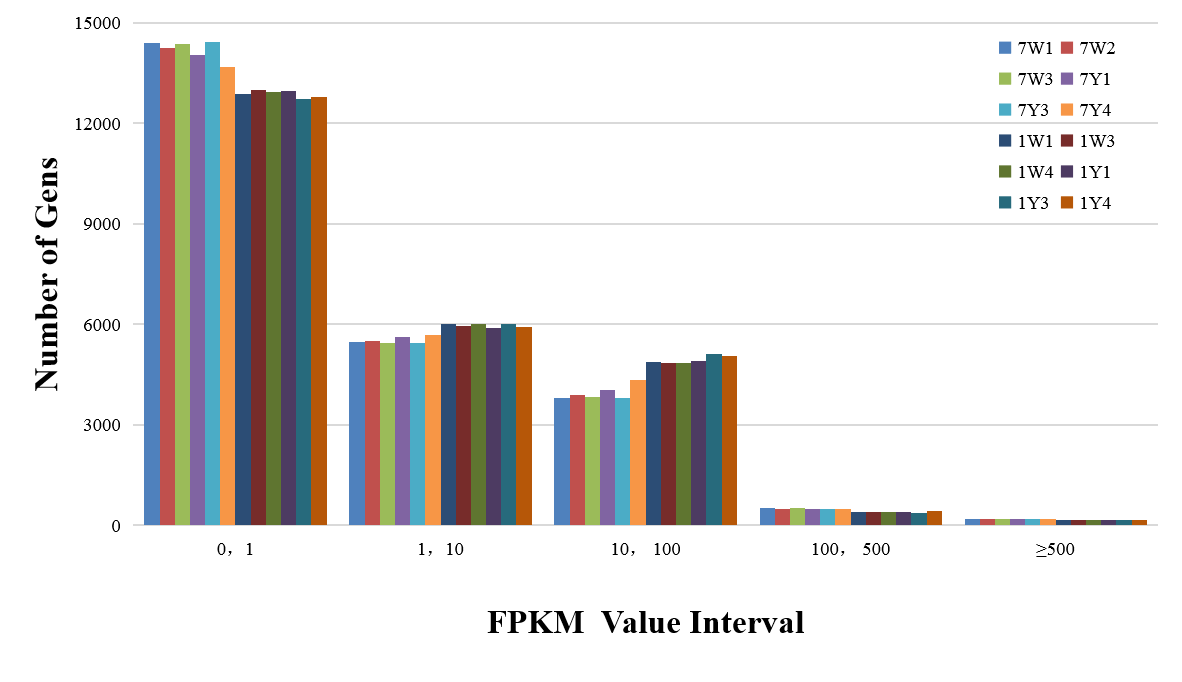
**

**Figure S4.** Histogram of fragments per kilobase of exon per million mapped fragments (FPKM) distributions in each sample.

## **Supplementary Figure** S5

**
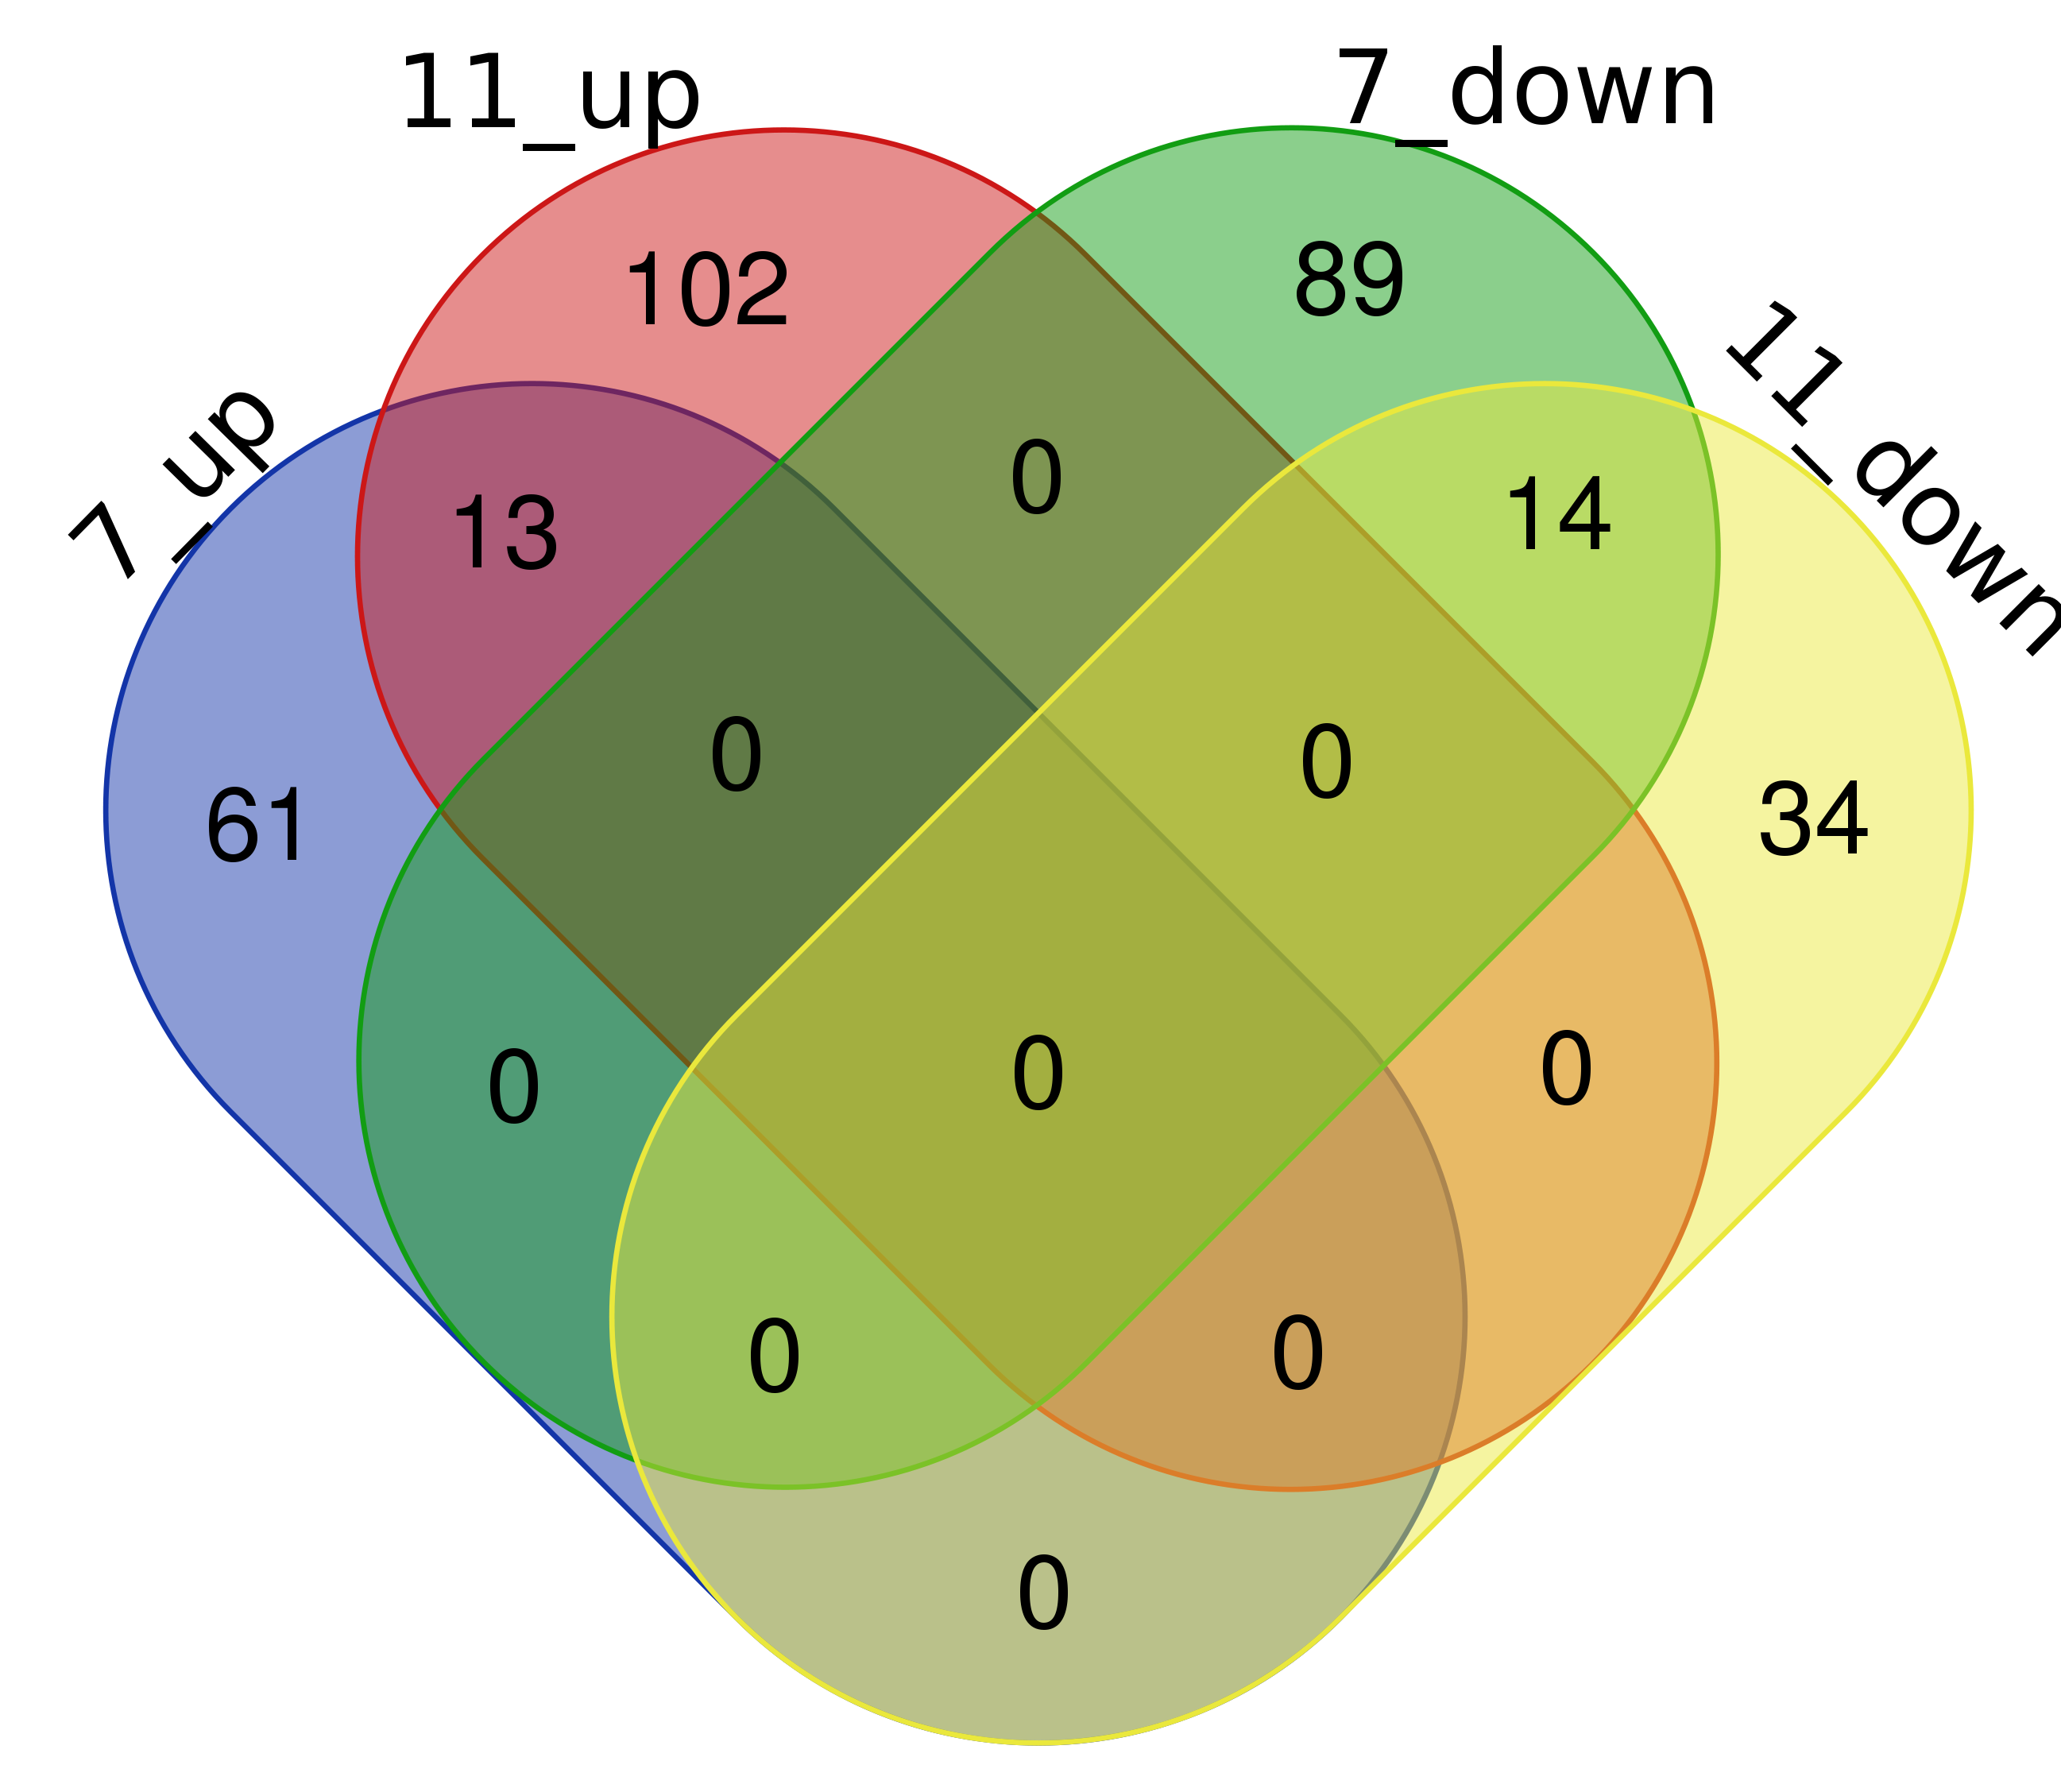
**

**Figure S5.** Counts of overlapping differentially expressed genes (DEGs) between 7- and 11-week ages.

**Supplementary Tables:**

**Supplementary Table S1**

| Generation | Plumage colour | Number of cocks | Number of hens |
| --- | --- | --- | --- |
| F1 | White | 684 | 34 |
|  | Yellow | 0 | 305 |
|  | Grey | 0 | 37 |
|  | Grey plume yellow head | 0 | 309 |
| F2 | White | 68 | 72 |
|  | Yellow | 49 | 31 |
|  | Grey | 13 | 21 |
|  | Black | 2 | 1 |
|  | Black and white barred | 17 | 12 |
| F3 | White | 72 | 45 |
|  | Yellow | 79 | 104 |
|  | Grey | 9 | 7 |

**Table S1.** Statistics on the number of different plumage colour chicken in HB and WL hybrid populations.

**Supplementary Table S2**

| Groups | No. of sample | Dominant white locus | recessive white locus | Silver locus |
| --- | --- | --- | --- | --- |
| White plumage chicken at 7-week age | 7W1 | II | CC | s/W |
|  | 7W2 | Ii | CC | s/W |
|  | 7W3 | II | CC | s/W |
| Yellow plumage chicken at 7-week age | 7Y1 | Ii | CC | s/W |
|  | 7Y3 | Ii | CC | s/W |
|  | 7Y4 | II | CC | s/W |
| White plumage chicken at 11-week age | 11W1 | II | CC | s/W |
|  | 11W3 | II | CC | s/W |
|  | 11W4 | II | CC | s/W |
| Yellow plumage chicken at 11-week age | 11Y1 | Ii | CC | s/W |
|  | 11Y3 | Ii | CC | s/W |
|  | 11Y4 | II | CC | s/W |

**Table S2.** The pigment genotype identification results of samples used for RNA-seq.

II represents homozygote of the *Dominant white* locus, Ii represents heterozygote of the *Dominant white* locus, CC represents sample without *recessive white* locus, s/W represents sample without *Silver* locus.

**Supplementary Table S3: Please see the Excel file**

Table S3. RNA-seq quality, read counts and mapping rates of 12 libraries.

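Table S3 gives the reads that passed the authors' filter and the share that aligned to the reference. The mapping rates it lists lie between 81.3% and 83.4% for the 6 libraries of 7 weeks and between 83.3% and 84.5% for those of 11 weeks. Its clean bases sum to 131.8 Gb. Divided by the listed shares of reads kept, they give 140.7 Gb before filtering.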

**Supplementary** **Table S****4: Please see the Excel file**

Table S4: All differentially expressed genes (DEGs) and fragments per kilobase million mapped reads (FPKM) of per sample.

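The table pairs the DEGs of each age with the FPKM of the 6 libraries of that age, and all 2040 of its FPKM values equal the deposited ones. At 7 weeks the table has 177 DEGs, 74 higher and 103 lower in yellow follicles by the paper's fold change. In the deposited FPKM, 168 had the same direction, 1 had the opposite direction and 8 were listed at 0 in all 6 libraries. At 11 weeks it has 163 DEGs, 115 higher and 48 lower. Of these, 159 had the same direction, 0 the opposite direction, and 4 were listed at 0 in all 6 libraries. The yellow and white libraries did not overlap for 130 DEGs (73.5%) at 7 weeks and 133 (81.6%) at 11 weeks. Chance gives 10% for 3 libraries against 3, and among all genes tested the share was 20.1% at 7 weeks and 13.7% at 11 weeks. A mean FPKM below 1 was found for 87 of the DEGs at 7 weeks and 71 at 11 weeks. Of the 162 DEGs that could be tested at 7 weeks, 147 had an unadjusted p under 0.05. Adjusted over all genes 1 had a p of at most 0.05, and adjusted over the list alone 146 did. Of the 151 tested at 11 weeks, 141 had an unadjusted p under 0.05, with 0 after adjustment over all genes and 140 over the list alone. Both lists were called on these same data, so the counts over the lists show no stability. Across DEGs, which are not independent replicates, the paper's fold change and the FPKM difference had a correlation of 0.940 at 7 weeks and 0.890 at 11 weeks.

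**Figure D2:**
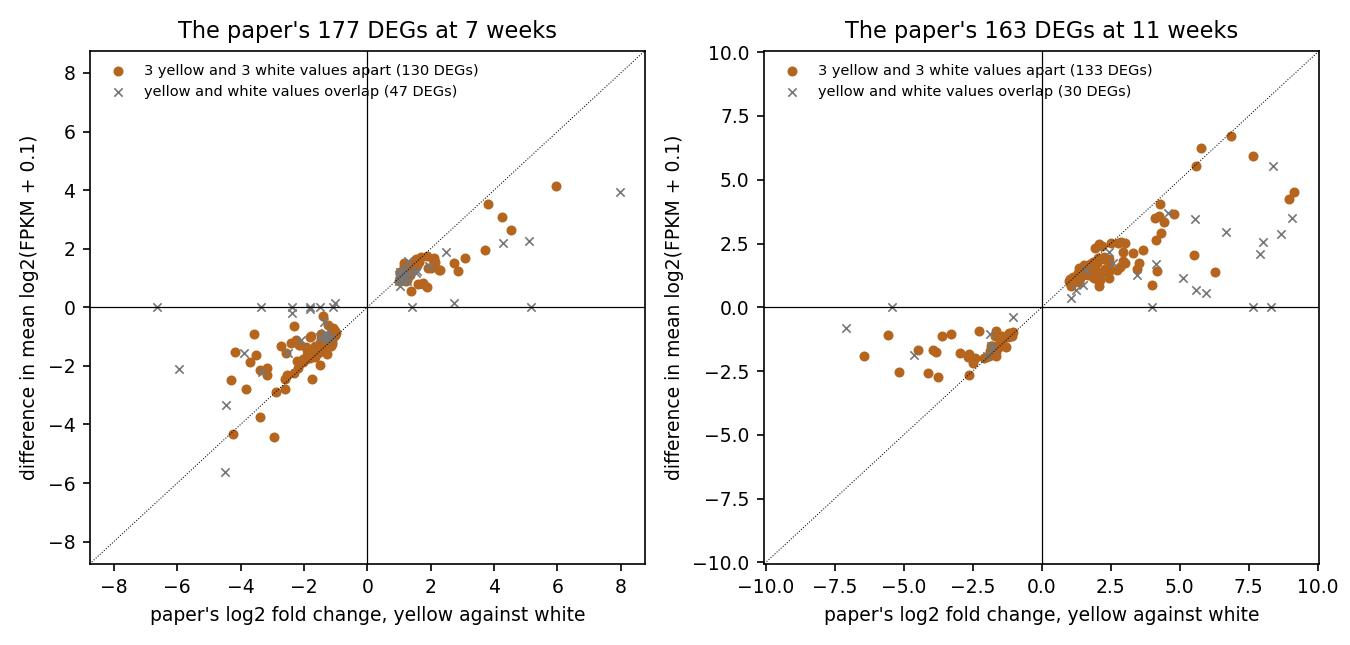
Each point is a DEG of Table S4, with the paper's log2 fold change on the horizontal axis and the difference between yellow and white follicles in mean log2(FPKM + 0.1) on the vertical axis; the dotted line marks equal values. Filled points are the 130 DEGs at 7 weeks and 133 at 11 weeks whose libraries do not overlap, crosses are the other DEGs, and the crosses on the horizontal line include the DEGs listed at 0.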

**Supplementary** **Table S5: Please see the Excel file**

Table S5: Primers used for quantitative RT-PCR.

How the deposited data were processed for this re-analysis (not part of the article)

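Feather follicles of white and yellow F3 chickens were sequenced at 7 and 11 weeks of age, with 3 libraries for each colour and age. The authors filtered the reads, aligned them to GRCg6a with TopHat2, counted reads per gene with HTSeq, and deposited FPKM, fragments per length of gene and per number of mapped fragments, for 24353 genes in 12 libraries. The deposited FPKM carry no read counts, and the program that wrote them is not named in the paper's text. The paper's Table S3 gives between 63145340 and 84128418 clean reads per library, with a median of 70890992 and between 81.3% and 84.5% of reads mapped. How precise a single FPKM is could not be computed without counts, so precision is given by the spread of the libraries.

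FPKM were analysed on the scale log2(FPKM + 0.1) with limma version 3.58.1 in R version 4.3.3, with eBayes and its trend option and Benjamini-Hochberg adjustment. Each age was fitted on its 6 libraries, for genes with a mean FPKM of at least 0.1. The average of the colour differences at both ages, and the difference between them, were fitted on all 12 libraries with a mean for each colour and age. A gene passed both thresholds with an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1, as in the paper. The DEGseq test of the paper needs read counts and was not repeated. The 10 hand-made gene lists were tested with limma's camera, with a fixed correlation of 0.01 between genes. Single genes were compared with a two-sided exact permutation test of 3 libraries against 3, whose smallest p is 0.10. Same-labelled libraries of the 2 ages were compared by the correlation of their deviations from the group means.

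The comparisons, the gene lists, the alternatives and the rule for naming genes were chosen before the data were examined, except where a choice is said to have been made later. The rule names the genes that the paper names and that the data list by symbol with a mean FPKM of at least 0.1, genes of the lists, and genes past both thresholds at both ages. The alternatives were pseudocounts of 1 and 0.01, no filter, a minimum mean FPKM of 1, median-of-ratios scaling, quantile normalization, scaling to equal totals with and without genes of a mean FPKM of 500 or more, eBayes without trend or robust, the bird number as a replicate block, the bird label as a random block, the number of Dominant white alleles as a covariate, a spread shared by all 12 libraries, no fold change threshold, leaving out each library in turn and, for the lists, fry in place of camera and lists without the paper's DEGs. The correlation of each list estimated from the libraries, and all tests of how list differences change with age, were added after the data were seen.

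The fits were tested on simulated data with the same group sizes. Each gene's noise was drawn independently, from its own spread over all 12 libraries. Genes to be changed were drawn from those with a mean FPKM of at least 1. With a log2 change of 2 in 200 genes, 90.5% of them were called at 7 weeks, 84.0% at 11 weeks and 97.0% in the average, beside 6, 8 and 2 unchanged genes. With no change, 0 genes were called in each. Other splits of the real libraries of 11 weeks called up to 9 genes. TYRP1, at -2.44 at 7 weeks, missed the threshold (adjusted p = 0.113 from limma). These shares therefore do not give the power of the real fits. The GO and KEGG enrichments were not recomputed, because the term annotation is not part of the deposited data, and the quantitative PCR has no deposited values.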

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

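All tests of explanations in this part were chosen after the results they concern were seen.

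Among the 30 genes past both thresholds on average over both ages, 4 are outside the paper's tables of DEGs, and they are named here after their values were seen. SLC24A5 (ENSGALG00000004885) had an average log2 fold change of -1.61 (standard error 0.26, adjusted p = 0.0297 from limma, from 0.0214 to 0.0937 over the alternatives), with all 3 yellow libraries below the 3 white ones at both ages. ENSGALG00000054241, on chromosome 16, was listed at 0 in the 6 white libraries and had an FPKM of 0.291, 2.66 and 0.719 in the yellow libraries at 7 weeks and of 0.308, 2.68 and 1.04 at 11 weeks (adjusted p = 0.0235). ENSGALG00000004840, on chromosome 15, was listed at 0 in all libraries but the 3 yellow ones of 11 weeks, where its FPKM was 0.756, 0.369 and 0.332, so that its average difference (adjusted p = 0.0390) comes from 11 weeks alone. ENSGALG00000011324, on chromosome 7, had a change of -1.02 (adjusted p = 0.0473), close to both thresholds. The authors' normalization was weighed with 4 other scalings of the libraries. SLC24A5 and ENSGALG00000054241, 2 of the 4 genes, passed both thresholds under all of them, and each of the others under 2. These scalings moved the median of all genes by between -0.0631 and 0.0555, so a gene near a threshold can cross it with little change, and the count does not show whether scaling makes the differences. The fold changes of 4 of 4 genes moved by less than their standard error under all 4 scalings, by at most 0.210. Which genes cross the thresholds thus depends on the scaling, while the differences do not come from the choice among these scalings. Whether a value listed at 0 was a failed estimate is not tested by them. Sequencing depth was weighed between the white and yellow libraries of an age nearest in mapped reads by ratio, 7W2 with 7Y4 and 1W1 with 1Y4. There 4 of 4 genes had at least 0.5 of their average difference, in the same direction (-2.15 for SLC24A5). The differences were thus also there between libraries of similar depth. Their direction was fixed in advance, because the genes were picked for a difference that all white and yellow libraries show. The check therefore says little about depth. A difference between the colours in SLC24A5 is a hypothesis, found and tested on the same data.

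The list of smooth and striated muscle markers, which the paper does not analyse, had a median log2 fold change of -0.93 at 11 weeks, with 14 of 15 genes lower in yellow follicles (adjusted p = 1.39e-07 from camera over 10 lists, from 5.34e-14 to 0.562 over the alternatives, highest with the correlation of the list, 0.299, estimated from the libraries). The mean log2 value of the list was between 1.27 and 1.92 in the 3 yellow libraries and between 2.02 and 2.99 in the 3 white ones. Of the 4 splits of the 6 libraries that part as many same-numbered libraries, 1 gave as small a p, the real one, and of all 10 splits, most of which keep more same-numbered libraries together, 2 did. So few splits cannot give a share under 0.05, and the difference cannot be told apart from an arbitrary grouping of the libraries. Between the white and yellow libraries nearest in mapped reads, with 67203158 and 67299370, the mean log2 difference of the list was -1.07. The difference was thus also there between libraries of similar depth, though its sign was fixed in advance, since all yellow libraries lay below all white ones. Over 4 other scalings the median of the list was from -1.01 to -0.874, so the authors' normalization does not account for it. At 7 weeks the list was one of 3 past the threshold, with a median of -0.17 and 10 of 14 genes lower (adjusted p = 0.0191, from 9.57e-05 to 0.779 over the alternatives), and with the replicate block the median was 0.21 (adjusted p = 0.779). After the group means were removed, the genes of the list had a mean correlation of 0.299 across libraries, against a median of -0.01 in 10000 random lists matched on expression (permutation p = 6e-04). That is what muscle RNA in a share that differs between samples would give, and such RNA is a candidate explanation that remains.

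The colour difference of 2 lists changed with age in a test of the change itself. The muscle markers had a median change from 7 to 11 weeks of -0.62, with 12 of 15 genes lower (adjusted p = 0.0464 from camera, from 3.28e-05 to 0.717 over 28 settings, of which 14 gave at most 0.05). The thiol and glutathione genes had a median change of 0.16, with 15 of 24 genes higher (adjusted p = 0.0464, from 0.0193 to 0.717 over 28 settings, of which 11 gave at most 0.05). Of the 32 splits of the libraries, 18 gave as many lists. These splits are not free of the colour difference, since one of them is the real average over both ages, so the count does not separate the change with age from an arbitrary grouping. No biological explanation was tested for these changes with age.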

How the results depend on the processing

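The correlation of each list estimated from the libraries, and every test of list differences that change with age, were chosen after the results were seen. The cause was not tested for any change given here.

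The 4 genes past both thresholds at 7 weeks became 2 with a pseudocount of 0.01, with a minimum mean FPKM of 1 and with the Dominant white allele number as a covariate, 8 with median-of-ratios scaling (3 higher and 5 lower, 37.5% higher against 50%), 10 with quantile normalization, 18 with the replicate block, where the colour difference rests on 4 libraries, and 0 with all 12 libraries sharing one spread (2534 with an unadjusted p under 0.05) and with the bird label as a random block (2480). Across the fits that each left out one library they were from 3 to 13. At 11 weeks, 0 genes (1070 with an unadjusted p under 0.05) became 2 without the trend, with one shared spread and with the random block, 42 with the allele number as a covariate, and from 0 to 2 with one library left out. The 30 genes of the average became 13 with a pseudocount of 1, 16 with a minimum mean FPKM of 1, 1 with the replicate block, 9 with the allele number, 19 with the random block, 60 with no fold change threshold, and from 2 to 88 with one library left out. The interaction gave 0 genes (973 with an unadjusted p under 0.05) except with one library left out, where it gave from 0 to 2. No gene passed at both ages under any of these settings.

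The 3 lists past the threshold at 7 weeks became 0 with median-of-ratios scaling, with fry, without the paper's DEGs and with the correlation of each list estimated, and from 1 to 3 with one library left out. With the replicate block 3 lists passed, of which 1, the melanosome list, was among the same lists. The paper's DEGs were picked for their difference in these libraries, so leaving them out weakens a list by design and is no evidence against it. At 11 weeks, 2 lists became 0 with fry and with the correlation estimated, 1 without the paper's DEGs, and from 1 to 4 with a single library left out.

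At 7 weeks, the change of THRSP was 0.42 with the replicate block and from -1.30 to 0.22 with one library left out. The median of the melanosome list was 0.20 without the paper's DEGs. That of the melanocyte lineage markers was -0.0029 with quantile normalization and from -0.014 to 0.18 with one library left out, and that of the muscle markers was 0.21 with the replicate block and from -0.55 to 0.12 with one library left out. At 11 weeks, the median of the lineage markers was 0.039 with a minimum mean FPKM of 1, 0.14 with the allele number and from -0.050 to 0.11 with one library left out. That of the thiol list was 0.056 with equal totals, which raised the median of all genes by 0.0636 as well, 0.10 with the allele number and from -0.059 to 0.066 with one library left out.

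Of 550 comparisons for 35 named genes and fits, 509 kept their direction and side of the threshold, 37 kept the direction but were no longer past it, 2 became past it and 2 reversed. The number of DEGs of the paper with the same direction was from 166 to 168 at 7 weeks and from 156 to 159 at 11 weeks. The share of genes below an FPKM of 1 was 32.9% of genes above 0, and that of genes of at least 500 was 1.06% of genes above 0 and 1.58% of genes of at least 1. No scaling moved the median log2 fold change of all genes by more than 0.1. Without read counts, the depth behind low FPKM is unknown, which limits the fold changes of genes near 0.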

Differences from the paper's values

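The comparisons in this part were chosen before the data were examined, and the alternatives named were set then.

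With limma on FPKM, 4 genes passed both thresholds at 7 weeks against the paper's 177 DEGs, 0 at 11 weeks (1070 with an unadjusted p under 0.05) against the paper's 163, and 0 at both ages against the paper's 27. Over the alternatives the counts were from 0 to 18 at 7 weeks, and 0 at both ages under each. At 11 weeks they were from 0 to 2, leaving out the allele number as a covariate, where 1Y4 alone carries the yellow side. None of these closed the gap. Settings that passed some of the paper's DEGs passed 18 different ones of them at 7 weeks. At 7 weeks ENSGALG00000030720 was the one DEG of the paper that passed with the settings used throughout, a pseudocount of 1, no filter, either scaling to equal totals and eBayes without trend. Median-of-ratios scaling passed 4 of the paper's DEGs, quantile normalization 6, the replicate block 5, robust eBayes 2, and fits without one library at most 5. At 11 weeks, eBayes without trend, a shared spread for all libraries, the bird label as a random block and a fit without 1 yellow library passed 1 of them each.

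Genes with an FPKM of at least 500 were 0.697% of those listed against the paper's 1.65%. As a share of genes with an FPKM of at least 1 they were 1.58%, near the paper's single value. The shares of genes above 0 (1.06%) and with equal totals (0.700%) were further from it. By age, the share of genes with an FPKM of at least 1 was 1.81% at 7 weeks and 1.36% at 11 weeks. No library of 11 weeks exceeded 1.40%. Genes with an FPKM above 0 numbered from 15518 to 16665 per library against the paper's 10036 to 10070 expressed genes. With an FPKM of at least 1 as the limit they numbered from 9906 to 11634. Both ends are within 1.5 times the paper's, but the range is wider, and the 6 libraries of 11 weeks, with 11349 to 11634, all lie above the paper's. Equal totals left the numbers above 0 unchanged. DCT had a log2 fold change of -2.49 at 7 weeks against the paper's -4.29. With a pseudocount of 0.01 it was -3.72, still short of the paper's value but within the standard error of 0.69 from it, and under no other alternative was it that near.

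PLCE1, a DEG of the paper at 7 weeks, was higher in yellow follicles in the deposited FPKM, by 0.13 in mean log2(FPKM + 0.1), while the paper lists it as lower. Its mean FPKM of 0.0386 was below the minimum for a test.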

Other observations

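Apart from the relabelling of bird labels across ages, which was planned, the tests in this part were chosen after the results were seen.

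Other splits of the libraries were fitted for each comparison. At 7 weeks, of the 4 splits that part as many same-numbered libraries, 1 gave as many as 4 genes past both thresholds, the real one, and of all 10 splits 1 did. The same held for genes listed at 0 in 3 libraries and above 0.5 FPKM in the others, with 1 of 4 and 1 of 10 splits. As many as 2091 genes with an unadjusted p under 0.05 were given by 1 of 4 and 2 of 10 splits at 7 weeks, and a split that keeps more same-numbered libraries together gave 2652. At 11 weeks, the real split gave 0 genes past both thresholds and others up to 9, and 1 of 4 and 1 of 10 splits gave as many as 1070 genes with an unadjusted p under 0.05. As many lists passed in 3 of 4 and 7 of 10 splits at 7 weeks, and in 3 of 4 and 6 of 10 splits at 11 weeks. With so few splits, none of these results can be told apart from an arbitrary grouping. For the average over both ages, 1 of 32 splits gave as many as 30 genes, the real one, and the highest other count was 3. With both libraries of a bird label kept together, 1 of 10 splits did, which is the smallest share that these allow. For the interaction, 9 of 32 splits gave as many genes with an unadjusted p under 0.05 as the real one, among them the split that is the real average.

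Libraries with the same label at 7 and 11 weeks deviated from their group means together, with a mean correlation of 0.200 over 5 labels, across 11242 genes that are not independent. Of 36 relabellings within colour, 1 gave as large a correlation, the real one. Of 588 genes at 1 FPKM or more in one library and under 0.05 in another, 54.5% were in the same state in both libraries of a label, and 1 of 36 relabellings reached that share, with 53.8% in the next. The number of I alleles was equal in 5 of 5 labels, as in 12 of the relabellings. Sampling of the same birds at both ages is a candidate explanation. The paper's methods describe 5 white and 5 yellow birds plucked at ages that include 7 and 11 weeks, while its results count 12 individuals. If the birds were the same, the fits of all 12 libraries would count birds more than once. Handling in order of the numbers was tested as well, and libraries of the other colour at the other age had a mean correlation 0.102 higher with the same number than with another, about the limit set for that explanation, so the pattern cannot be told apart from it.

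Of the 30 genes of the average, 6 lie within 1 Mb of another, against a median of 2 in 10000 random lists matched on expression (permutation p = 0.105), so a haplotype shared by birds of one colour was not detectable in this way. On chromosome 16 lie 3 of the 30 genes and 78 of the 14553 tested (Fisher's exact test, p = 5.42e-04), and without it 4 of 27 genes had such a neighbour (permutation p = 0.262). Whether a strain variant against the reference acts there cannot be told from these values. The median locus length was 6889 bp, against 11791 bp in random lists (permutation p = 0.0876), so gene length bias was not detected.

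Fewer melanocytes in yellow follicles could lower TYRP1, PMEL and MLANA. Relative to all genes, the median of the melanocyte lineage markers was 0.00969 at 7 weeks and -0.109 at 11 weeks, although these medians change sign under some alternatives. Of the 12 markers, 5 were lower and 7 higher at 7 weeks, and 6 lower and 6 higher at 11 weeks. As a set they did not fall as far as the 3 genes. A smaller loss of melanocytes is not excluded, because the RNA came from whole follicles and the share of other cells in these markers was not measured. The white and yellow libraries of an age nearest in mapped reads by ratio were 7W2 with 7Y4 and 1W1 with 1Y4. In these pairs the least negative log2 difference of the 3 genes was -1.87, so the difference was also there between libraries of similar depth. Its sign was fixed in advance, since every yellow library lay below every white library of its age. Over 4 other scalings their least negative average fold change was -1.54, so the authors' normalization does not account for it. Lower expression per melanocyte in yellow follicles and a smaller number of melanocytes both remain as hypotheses.

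Of the 313 DEGs of the paper, 11 are listed at 0 in the libraries compared. Loci under 1000 bp were 8 of these and 27 of the other 302 (Fisher's exact test, p = 1.45e-06), and loci overlapping another were 6 and 62 (p = 0.0158). Short genes that the FPKM program did not estimate, and reads shared with an overlapping gene, both remain as candidate explanations.

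On chromosome 25, 7 overlapping loci from 2236544 to 2256808, picked for this pattern, are listed at 0 together in 9 libraries and are all above 0 in 3, so that 12 of 12 libraries show all or none. A second run of 9 loci from 2150062 to 2183962 is all at 0 in 1 library, all above 0 in 5 and mixed in 6. Whether values were not estimated for whole runs cannot be told from these. The 16 loci between the runs sum to FPKM that differ 1.5-fold between libraries at 7 weeks and 2.6-fold at 11 weeks, so it cannot be told either whether near-identical loci share reads. No biological explanation was tested for these zeros.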
